# Tumor endothelial cell up-regulation of IDO1 is an immunosuppressive feed-back mechanism that reduces the response to CD40-stimulating immunotherapy

**DOI:** 10.1080/2162402X.2020.1730538

**Published:** 2020-03-09

**Authors:** Maria Georganaki, Mohanraj Ramachandran, Sander Tuit, Nicolás Gonzalo Núñez, Alexandros Karampatzakis, Grammatiki Fotaki, Luuk van Hooren, Hua Huang, Roberta Lugano, Thomas Ulas, Aura Kaunisto, Eric C Holland, Peter Ellmark, Sara M Mangsbo, Joachim Schultze, Magnus Essand, Sonia Tugues, Anna Dimberg

**Keywords:** IDO1, tumor endothelial cells, CD40, immunotherapy, melanoma

## Abstract

CD40-stimulating immunotherapy can elicit potent anti-tumor responses by activating dendritic cells and enhancing T-cell priming. Tumor vessels orchestrate T-cell recruitment during immune response, but the effect of CD40-stimulating immunotherapy on tumor endothelial cells has not been evaluated. Here, we have investigated how tumor endothelial cells transcriptionally respond to CD40-stimulating immunotherapy by isolating tumor endothelial cells from agonistic CD40 mAb- or isotype-treated mice bearing B16-F10 melanoma, and performing RNA-sequencing. Gene set enrichment analysis revealed that agonistic CD40 mAb therapy increased interferon (IFN)-related responses in tumor endothelial cells, including up-regulation of the immunosuppressive enzyme Indoleamine 2, 3-Dioxygenase 1 (IDO1). IDO1 was predominantly expressed in endothelial cells within the tumor microenvironment, and its expression in tumor endothelium was positively correlated to T-cell infiltration and to increased intratumoral expression of IFNγ. *In vitro*, endothelial cells up-regulated IDO1 in response to T-cell-derived IFNγ, but not in response to CD40-stimulation. Combining agonistic CD40 mAb therapy with the IDO1 inhibitor epacadostat delayed tumor growth in B16-F10 melanoma, associated with increased activation of tumor-infiltrating T-cells. Hereby, we show that the tumor endothelial cells up-regulate IDO1 upon CD40-stimulating immunotherapy in response to increased IFNγ-secretion by T-cells, revealing a novel immunosuppressive feedback mechanism whereby tumor vessels limit T-cell activation.

## Introduction

Antibodies stimulating CD40 signaling (agonistic CD40 mAb) show promising results with manageable toxicities in several clinical trials.^1,2^ CD40-activating immunotherapy primarily occurs through stimulation of dendritic cells (DCs) that subsequently prime T-cells via tumor antigen presentation. CD40 stimulation of DCs enhances co-stimulation, leading to expansion of tumor-specific T-cells and further activation of the antigen-presentation machinery in response to the produced IFNγ.^3–6^ The effect of CD40 receptor engagement is context dependent. In several tumor models, CD8^+^ T-cells are required for agonistic CD40 mAb efficacy.^7,8^ However, in pancreatic ductal adenocarcinoma, the anti-tumor effects of agonistic CD40 mAb are mediated via direct macrophage activation.^9^ CD40 is expressed by a wide variety of immune cells, and is also expressed by non-hematopoietic cells including endothelial cells.^10^

The role of endothelial cells in modulating the response to CD40-stimulating immunotherapy is not clear. CD40-stimulation induces endothelial activation *in vitro*, suggesting that this may enhance leukocyte adhesion and increase the therapeutic efficacy.^11–14^ However, CD40-stimulation can induce production of vascular endothelial growth factor (VEGF) in some models, promoting angiogenesis and increasing tumor growth *in vivo*.^15–17^ Increased pro-angiogenic signaling can interfere with expression of adhesion molecules required for T-cell adhesion to vessel walls and trans-endothelial migration.^18–21^ Decreasing VEGF-signaling through co-treatment with sunitinib can enhance the efficacy of agonistic CD40 mAb immunotherapy, associated with increased endothelial activation and enhanced CD8^+^ T-cell recruitment and activation.^22^

In addition to regulating T-cell recruitment, endothelial cells can express molecules that reduce T-cell activation or viability, including Programmed Cell Death-Ligand (PD-L)1, PD-L2, Fas ligand (FASL), TNF-related apoptosis-inducing ligand (TRAIL) and Indoleamine 2, 3-Dioxygenase 1 (IDO1).^23–25^ IDO1 is a rate-limiting enzyme for tryptophan (Trp) metabolism that restricts T-cell proliferation through Trp depletion, leading to growth arrest in the G1 phase of the cell cycle. Additionally, metabolism of Trp leads to accumulation of its catabolites that induce T-cell apoptosis and promote Tregs through the activation of aryl hydrocarbon receptor (AhR).^26,27^ IDO1 is differentially expressed in human tumors, and can be expressed by several different cell types within the tumor tissue.^28,29^ Most murine tumors do not constitutively express IDO1, but it can be induced by IFNγ secretion in the tumor microenvironment.^28,29^

Here we have identified changes in endothelial gene expression associated with agonistic CD40 mAb immunotherapy through isolation of tumor endothelial cells from B16-F10 melanoma followed by RNA-sequencing. We found that agonistic CD40 mAb treatment increased immunosuppression in tumor endothelial cells characterized by up-regulation of IDO1. Tumor endothelial cell expression of IDO1 was positively correlated with T-cell infiltration and IFNγ expression in the tumor. Consistent with this, IDO1 was increased in cultured endothelial cells in response to T-cell-derived IFNγ. Combining agonistic CD40 mAb therapy with the IDO1-inhibitor epacadostat resulted in increased T-cell activation, delayed tumor growth and increased survival in B16-F10 tumors. Our results demonstrate that tumor endothelial cells contribute to immunosuppressive feed-back loops in response to agonistic CD40 mAb therapy, which restrict the response to immunotherapy through IFNγ-driven expression of IDO1 that inhibits T-cell activation.

## Results

### Interferon-driven induction of genes in tumor endothelial cells in response to anti-CD40 treatment

To investigate endothelial responses to CD40-stimulation, we employed a panel of human (HDBEC and HUVEC) and murine endothelial cells (bEND3 and MS1) with varying basal levels of CD40 expression (Supplementary Fig S1A). To stimulate CD40 on endothelial cells, we used MegaCD40L, an artificial protein in which two trimeric CD40 ligands are linked through the collagen domain of adiponectin which mimics membrane-assisted CD40L aggregation. In addition, we stimulated mouse endothelial cells with the agonistic CD40 mAb FGK4.5. We did not observe induction of endothelial activation in response to CD40-stimulation, as analyzed by surface expression of the adhesion molecules ICAM-1, VCAM-1 and E-selectin, in either human or murine endothelial cells (Supplementary Fig S1B-K). In contrast, MegaCD40L and agonistic CD40 mAb induced expression of the activation markers CD86 and HLA-DR in human monocyte-derived DCs (moDCs) and CD86 in the dendritic cell (DC) D1 cell line, confirming that these reagents are efficient CD40 agonists (Supplementary Fig S1 L-N).

Tumor endothelial cells adapt to their microenvironment, and respond to changes in the microenvironment that can be induced by cancer therapy. Therefore, we analyzed the effect of agonistic CD40 mAb immunotherapy on tumor endothelial cells *in vivo*. We isolated tumor endothelial cells from B16-F10 melanoma treated with either agonistic CD40 mAb (FGK4.5) or isotype control and generated genome-wide transcriptome data by RNA-sequencing (Figure 1a). 

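The tumors grew in C57BL/6 mice that received 250000 B16-F10 cells at 8 weeks of age and 2 peritumoral injections of 30 µg of antibody, on days 13 and 16. The sample labels place the sort on day 17, Figure 1a gives days 17 to 18, and the Supplementary Methods give 1 and 4 days after the last injection. About 100000 live cells per tumor that lacked CD45, a marker of leukocytes, and carried CD31, a marker of endothelium, were sorted, and 10 ng of their RNA went into each library. Values of these sorted cells are called those of tumor endothelial cells, although RNA of fibroblast and melanoma markers was also present in them. Each library comes from 1 tumor. The 4 libraries of agonistic CD40 mAb treated tumors are called 5N, 6L, 6R and 10N after the mice, and the 4 libraries of isotype control treated tumors 5L, 7N, 8N and 9L. The authors aligned the reads to mm10 with TopHat2, assigned them to genes in Partek Genomics Suite and normalized the gene counts with DESeq2, and they deposited 1 normalized value per gene and library. Low values were whole multiples of 1 step per library, so the reads behind them could be recovered, and 99.9% of all values lay within 0.1 read of a whole number. The deposited values hold zeros and weakly expressed genes, so flooring and trimming had not been applied to them. A correction for harvest day, which would break the whole multiples, was not visible in them either. The recovered reads on genes came to between 12512772 and 64938728 per library with agonistic CD40 mAb and to between 2971689 and 35583141 with isotype control. The deepest library thus held 21.9 times the reads of the shallowest, and 1 read was worth between 0.118 and 2.44 normalized reads. The libraries carry no molecular identifiers, so limits derived from reads cover counting error only. Values were analyzed as log2(value + 1) with limma, which fits all genes in a single model and moderates the variance of each gene along a trend with its expression. The file lists 20057 genes, of which 2111 were at 0 in all 8 libraries. The 12969 genes with a larger group mean above 10 normalized reads were tested. The paper also uses a limit of 10. For 164 of the 184 genes of Supplementary Table S3 in the file, both group means there equal those of the deposited values times 1 factor per library, between 1.23 and 1.27, to within 1%. For the other 20, Ido1 and Cxcl11 among them, only the larger mean does, and the smaller one is higher in the table. The paper's limit thus corresponds to between 7.85 and 8.10 on the deposited scale. Of the genes in that table, 16 were below the limit used here. With a limit of 8, chosen after seeing the data, 13243 genes were tested, of which 181 were higher and 36 lower at the paper's threshold, against 166 and 31. Treatment was the only term in the model. The paper corrected for harvest day, which may thus have differed between libraries. The labels place all 8 libraries on the same sort day, so no such term could be fitted. Any effect of harvest day stays in the values. The macrophage libraries that entered the paper's model are not used here. Fold changes are ratios of group means. Log2 fold changes are on the log2(value + 1) scale, which understates the change of genes with few reads. Groups were also compared by an exact two-sided permutation test over the 70 ways to assign 8 libraries to 2 groups of 4, which cannot give a p below 0.0286. Genes are written with the mouse symbols of the file, and positions are those of GENCODE M21 on mm10.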

Transcriptional changes induced by agonistic CD40 mAb were determined through bioinformatic analysis (Figure 1b). 

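At a ratio of group means of at least 1.5 and an unadjusted p of at most 0.05 from limma, 166 genes were higher and 31 genes lower in tumor endothelial cells from agonistic CD40 mAb treated tumors than in those from isotype control treated tumors. Without the limit on the ratio, 217 genes were higher and 44 lower at this p. After Benjamini-Hochberg adjustment of limma's p over all genes tested, Gbp10 and Cd74 were higher and no gene was lower at an adjusted p under 0.05. Cd74, the invariant chain of MHC class II, lies on chromosome 18 from 60803848 to 60812652. It reached 903 ± 460 normalized reads (SD, n = 4) with agonistic CD40 mAb and 63.6 ± 43.2 (SD, n = 4) with isotype control. Its log2 fold change was 3.86 (standard error 0.48, limma adjusted p = 0.0479, higher in all 4 libraries than in any with isotype control). Without library 6L, 6R, 10N or 7N, Gbp10 was the only gene at an adjusted p under 0.05, and without 8N these genes were Gbp10, Tnfsf10 and Ubd. All 4 libraries of one group lay above all 4 of the other for 204 of the genes tested, or 1.57%, where chance gives 2.86%. The same held for 101 of the genes higher and 12 of the genes lower at the threshold. Among these, the largest ratios of group means belonged to Ubd (23.5), Ccl5 (16.9), Cd74 (14.2), Gbp10 (11.4) and Ciita (11.2). Without isotype control library 8N those of Ubd and Ccl5 were 37.0 and 29.7. The smallest belonged to Kcnd3 (0.224), 1700007J10Rik (0.344), Efna2 (0.399), Rtkn2 (0.403) and Gatm (0.480). Kcnd3, 1700007J10Rik and Efna2 had few reads, with group means under 12 normalized reads in both groups. Kcnd3, 1700007J10Rik and Rtkn2 also overlap exons of a gene on the opposite strand, whose reads an unstranded count would add to theirs. The ratio of Kcnd3 lay between 0.127 without 6R and 0.341 without 7N. Rtkn2 and Gatm passed the threshold in all 8 fits that each left out one library, but Kcnd3 passed in 5, 1700007J10Rik in 4 and Efna2 in 1. Their largest unadjusted limma p were 0.0510 for Kcnd3 without 5N, 0.101 for 1700007J10Rik without 10N and 0.113 for Efna2 without 6L. The alternative that moved the number of lower genes most was leaving out isotype control library 5L, which gave 161 genes higher and 123 lower, and 19 genes higher at an adjusted p under 0.05.

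**Figure D1:**
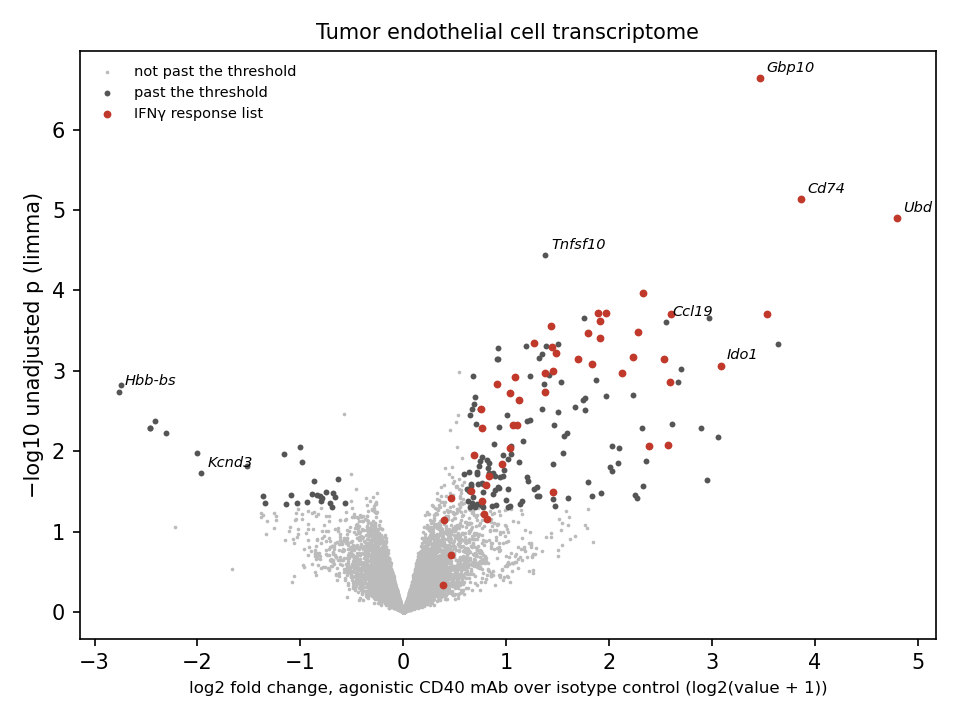
Log2 fold change of agonistic CD40 mAb over isotype control (x axis, log2(value + 1) scale) and −log10 of the unadjusted limma p (y axis) for each gene tested, from 4 libraries per group. Dark points pass the threshold on ratio and p and red points are 50 genes chosen as a list of the response to IFNγ, all of which lie to the right of 0.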

We employed a two-way ANOVA model to assess and visualize the degree of transcriptional variance between agonistic CD40 mAb and isotype control treated tumor endothelial cells, and applied hierarchical clustering to visualize differentially expressed genes as a heatmap (Supplementary Table S3, Figure 1c).

**Figure 1.**
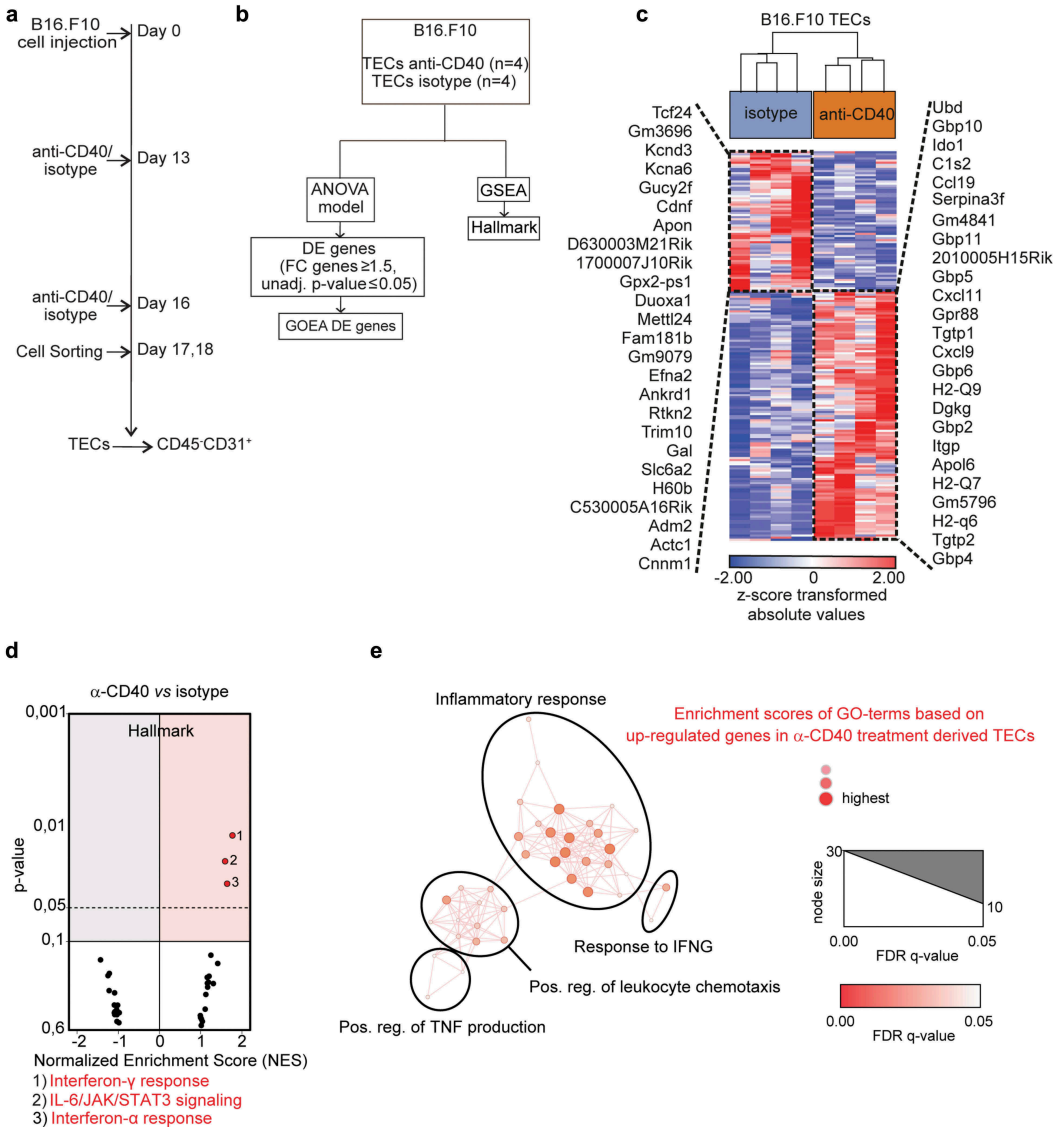
Transcriptome analysis of tumor endothelial cells from agonistic CD40 mAb or isotype control treated B16-F10 tumors: (a-b) Schemes outlining experimental setup (a) and bio informatic analysis (b) of tumor endothelial cells (TECs). (c) Hierarchical clustering of differentially expressed (DE) genes (119 upregulated; 67 downregulated) between agonistic CD40 mAb (n = 4 tumors) and isotype control treated (n=4 tumors) B16-F10-derived tumor endothelial cells (TECs) (FC 1.5; unadjusted p<≤0.05). The top 25 upregulated and downregulated genes are indicated. (d) Volcano plots of normalized enrichment scores (NES) and enrichment p-values in B16-F10 tumor endothelial cells based on GSEA using Hallmark pathway gene sets. Red circles (NES ≥ 1; p value ≤ 0.1) show gene sets positively enriched. (e) Network visualization of GOEA based on DE genes in tumor endothelial cells in response to anti-CD40 treatment in B16-F10 tumors using BiNGO and Enrichment Map. Red nodes represent the enriched GO-terms, node size and color represent corresponding FDR-adjusted enrichment p-values (p-value ≤ 0.05).

Biological pathways induced in tumor endothelial cells upon agonistic CD40 mAb treatment were explored by Gene Set Enrichment Analysis (GSEA) using the hallmark-curated pathway gene sets (Supplementary Table S4).^30^ 

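Hallmark gene sets were not used here. In their place, lists of genes were written from general knowledge, after Supplementary Table S3 had been read, and tested in limma with camera, which asks whether the genes of a list rank apart from the other genes, at a preset correlation between genes of 0.01. The p-values were adjusted over 18 such lists. All 50 genes of the list for the response to IFNγ, of which 22 are in Supplementary Table S3, were higher with agonistic CD40 mAb. Their median log2 fold change was 1.44 (adjusted p = 1.19e-102 from limma's camera) and stayed between 1.13 and 1.61 when each library was left out in turn. With a correlation between genes estimated from the data instead of preset, camera's adjusted p was 0.0267. In limma, 45 of these genes had an adjusted p under 0.05 when adjusted over the list alone, and 2 when adjusted over all genes tested. As part of the list was in the study's own table of these libraries, the first number and the camera result are not independent evidence. B2m, H2-D1 and H2-K1, the genes of this list with the largest means, rose 2.05-fold, 2.10-fold and 2.63-fold. H2-D1 and H2-K1 share 14.3% and 8.11% of their 50-base windows with other genes. The list for the response to type I IFN, which includes IFNα, held 45 genes, 2 of them in Supplementary Table S3. All were higher, with a median log2 fold change of 0.43 (adjusted p = 8.14e-29 from limma's camera). Without isotype control library 5L this median was 0.22. Of these genes, 16 had an unadjusted limma p of at most 0.05 and 8 an adjusted p under 0.05 when adjusted over the list alone, but none when adjusted over all genes tested. Herc6, Dtx3l and Zbp1 had the lowest p of the list, with log2 fold changes of 0.54, 0.68 and 1.54. Herc6 shares 23.8% of its windows with Gm45193 on the same strand, and Dtx3l overlaps Parp9 on the opposite strand and was past the threshold except without 5L, where its log2 fold change was 0.55. The genes of the list with the largest means, Ifitm3, Lgals3bp and Parp14, had log2 fold changes of 0.29, 0.45 and 0.57, and Parp14 was past the threshold without 5N and without 8N only. Of 28 tested genes of a list for IL-6/JAK/STAT3 signaling, 3 of them in Supplementary Table S3, 26 were higher, with a median log2 fold change of 0.18 (adjusted p = 2.83e-05 from limma's camera). Without isotype control library 5L, this median was 0.03 and the adjusted p 0.0678. The genes of this list past the threshold were Serpina3f (6.69-fold), Saa3 (2.65-fold) and Lbp (1.71-fold), and Serpina3f shares 10.7% of its windows with other genes, mainly Serpina3g. Lbp did not pass without 5L, where its log2 fold change was 0.51. Il6st, Jak1 and Stat3, with the largest means of the list, had log2 fold changes of 0.21, 0.03 and 0.08, and that of Jak1 was −0.11 without 5L. A single gene of the list had an adjusted p under 0.05 when adjusted over the list alone, and none when adjusted over all genes tested. Il6 itself was 254 ± 65.2 normalized reads (SD, n = 4) with agonistic CD40 mAb and 259 ± 196 (SD, n = 4) with isotype control. Socs3 was 870 ± 157 and 776 ± 155 (SD, n = 4 each). Neither difference exceeded the spread between libraries, and the log2 fold change of Il6 went from −0.10 without library 5L to 0.67 without 7N, where its ratio of 1.53 was past the threshold. Among 590 Reactome sets of 15 to 500 tested genes, 20 were up and 11 down at a camera adjusted p under 0.05. The lowest p belonged to Interferon gamma signaling, with 73 genes, a median log2 fold change of 0.38 and an adjusted p of 5.05e-26. The sets that were down included the TCA cycle and respiratory electron transport, with 118 genes and a median log2 fold change of −0.10. Without library 7N, 35 sets were up and 103 down, and without 6L only 2 were down. The camera test at the preset correlation called 13 of the 18 lists. Under the rotation test fry, and also with a correlation estimated from the data, 2 of these kept an adjusted p under 0.05, the list for the response to IFNγ and a list of 5 genes that limit T-cells (Ido1, Tnfsf10, Cd274, Pdcd1lg2 and Fasl). For the IFNγ response list it was 0.0416 from fry and 0.0267 from camera with the estimated correlation. No Reactome set had an adjusted p under 0.05 under either test. Unadjusted, 10 sets had a p under 0.05 with fry and 9 with the estimated correlation.

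**Figure D2:**
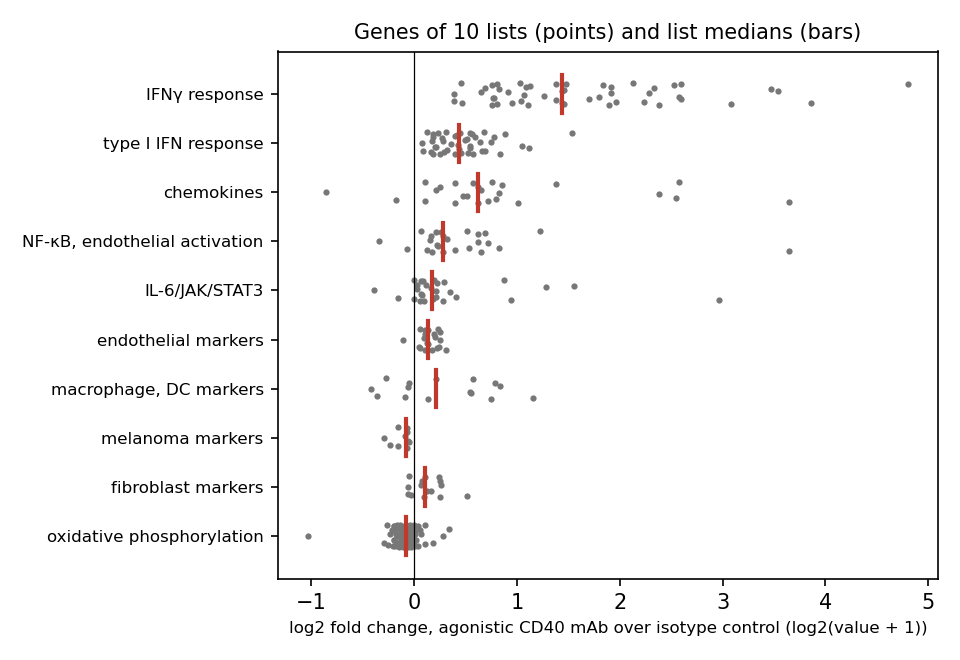
Log2 fold changes of agonistic CD40 mAb over isotype control (x axis, log2(value + 1) scale, 4 libraries per group) for the genes of 10 lists (y axis). Points are genes and red bars are list medians, which lie at 1.44 for the response to IFNγ, 0.43 for the response to type I IFN and 0.18 for IL-6/JAK/STAT3 signaling.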

Strikingly, tumor endothelial cells from agonistic CD40 mAb treated B16-F10 tumors mainly upregulated inflammation-related hallmark pathways related to interferon (IFN)γ and IFNα response and IL-6/JAK/STAT3 signaling (Figure 1d). To predict the biological outcome of the transcriptional response observed in tumor endothelial cells, we conducted GOEA and visualized enriched GO terms using BiNGO and Enrichment Map (Figure 1e). 

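GO terms were not used here, and Fisher's exact test was applied to lists of genes in their place. It compared the share of genes past the threshold in each list with that among all other genes tested. Of the genes of the list for the response to IFNγ, 44 of 50 were past the threshold, an odds ratio of 773 (Fisher's exact test, adjusted p = 2.86e-78 over the lists). As 22 of the 50 are in Supplementary Table S3, which was read before the list was written, this result is not independent evidence. Of 38 chemokine genes in the file, 25 were tested and 6 were past the threshold, an odds ratio of 25.2 (Fisher's exact test, adjusted p = 3.49e-06). Their median log2 fold change was 0.62, or 0.23 without isotype control library 5L, and 23 of the 25 were higher (adjusted p = 6.01e-14 from limma's camera). By limma's p, 7 of these genes were at most 0.05 unadjusted, and 5 had an adjusted p under 0.05 when adjusted over the list alone, against none over all genes tested. Ccl5 lies on chromosome 11 from 83525778 to 83530518. It was 30.1 ± 18.2 normalized reads (SD, n = 4) with agonistic CD40 mAb and 1.78 ± 2.10 (SD, n = 4) with isotype control, where 17 reads in all were counted. Cxcl9, on chromosome 5 from 92321347 to 92328079, was 3277 ± 1377 and 800 ± 556 normalized reads (SD, n = 4 each), a 4.10-fold difference. It did not pass in the model without moderation (unadjusted p = 0.0517). Cxcl10, on chromosome 5 from 92346638 to 92348889, was 551 ± 229 and 206 ± 76.5 normalized reads (SD, n = 4 each), a 2.68-fold difference. It overlaps Art3 on the opposite strand. All 4 libraries with agonistic CD40 mAb lay above all 4 with isotype control for each of these 3 chemokines. Cxcl12, the chemokine with the largest mean, was 1.41-fold higher (exact permutation test, p = 0.0571) and past the threshold only without 6L, and Cxcl14 had a log2 fold change of 0.25, or −0.21 without 5L. A list of genes of the NF-κB response and of endothelial activation, none of them in Supplementary Table S3, held 25 tested genes, of which 23 were higher, with a median log2 fold change of 0.29, or 0.08 without 5L (adjusted p = 9.88e-09 from limma's camera). In that list 3 genes were past the threshold (Fisher's exact test, odds ratio 10.7, adjusted p = 0.0139), Ccl5, Icam1 and Vcam1. Without 5L, Icam1 and Vcam1 no longer passed, at log2 fold changes of 0.53 and 0.46. A single gene of the list had an adjusted limma p under 0.05 when adjusted over the list alone and none over all genes tested, with 3 at an unadjusted p of at most 0.05. The genes of this list with the largest means, Ptgs2, Csf1 and Tnfaip2, had log2 fold changes of 0.16, 0.17 and 0.16 (standard errors 0.49, 0.26 and 0.11). Without 5L, those of Ptgs2 and Csf1 were −0.39 and −0.11. The group means of Ptgs2 went the other way with all libraries, at a ratio of 0.886.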

We found that tumor endothelial cells from agonistic CD40 mAb treated tumors upregulated biological processes such as “inflammatory response”, “response to IFNγ”, “positive regulation of leukocyte chemotaxis” and “positive regulation of TNF production”. 

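Ido1, on the minus strand of chromosome 8 from 24584136 to 24597009, was 16.9 ± 5.40 normalized reads (SD, n = 4) in tumor endothelial cells from agonistic CD40 mAb treated tumors and 1.60 ± 1.89 (SD, n = 4) in those from isotype control treated tumors, a 10.6-fold difference. These values rest on 211 and 19 reads, and isotype control libraries 5L and 7N held none. The log2 fold change was 3.08 (standard error 0.68) and lay between 2.74 and 3.48 when each library was left out in turn, while the ratio of group means went from 7.93 without 5L or 7N to 18.7 without 9L. The gene ranked 34 by p among the genes tested (limma unadjusted p = 8.64e-04, adjusted p = 0.329). Tnfsf10, which encodes TRAIL, lies on the plus strand of chromosome 3 from 27317028 to 27342427. It was 547 ± 101 and 214 ± 63.8 normalized reads (SD, n = 4 each), a 2.56-fold difference. Its log2 fold change was 1.37 (standard error 0.20), with each library left out in turn between 1.26 and 1.56. The gene ranked 4 by p (limma unadjusted p = 3.67e-05, adjusted p = 0.119). Cd274, which encodes PD-L1, lies on the plus strand of chromosome 19 from 29367455 to 29388095 and overlaps an unnamed gene on the opposite strand. It was 293 ± 66.0 and 85.4 ± 45.0 normalized reads (SD, n = 4 each), a log2 fold change of 1.89 (standard error 0.34). All 4 libraries with agonistic CD40 mAb lay above all 4 with isotype control for Ido1, Tnfsf10 and Cd274 (exact permutation test, p = 0.0286 for each, the smallest this design allows). Pdcd1lg2, which encodes PD-L2, had 11 reads over the agonistic CD40 mAb libraries and 1 read over the isotype control libraries, and Fasl had 6 and 22 reads. Both were below the limit for expression, so a difference was not detectable at this depth. The list of these 5 genes, 2 of them in Supplementary Table S3, thus had 3 tested genes, with a median log2 fold change of 1.89 (adjusted p = 4.67e-14 from limma's camera). All 3 had an adjusted p under 0.05 in limma when adjusted over the list alone, and none when adjusted over all genes tested.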

Notably, activation of IFN signaling in response to agonistic CD40 mAb treatment was also associated with expression of genes previously suggested to be part of a tumor endothelial barrier that limits T-cell infiltration, activation and viability, including IDO1 and TNFSF10 (TRAIL) (Supplementary Table S3).^24^ To validate our results, we performed quantitative PCR (qPCR) analysis of gene expression for selected DE candidate genes in the original samples used for RNA-sequencing from the B16.F10 tumors. IDO1, TRAIL, CCL19 and GBP4 were significantly upregulated in agonistic CD40 mAb treated samples compared to isotype control treated, whereas GBP10 expression was highly variable (Figure 2a–e). 

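The qPCR measurements are not analysed here, and the RNA-sequencing values of the same genes are given. Ccl19 lies on chromosome 4 from 42754525 to 42756577 and shares 59.1% of its 50-base windows with Gm2564, so its reads may have been divided between the 2 genes or left uncounted. It was 23.7 ± 8.48 normalized reads (SD, n = 4) with agonistic CD40 mAb and 3.16 ± 1.52 (SD, n = 4) with isotype control, a 7.49-fold difference from 348 and 17 reads. Its log2 fold change was 2.55 (standard error 0.47, limma adjusted p = 0.245). Gbp4 lies on chromosome 5 from 105115767 to 105139586, overlaps exons of Gbp8 and Gbp9 on the same strand and shares 12.8% of its windows. It was 2046 ± 416 and 594 ± 256 normalized reads (SD, n = 4 each), a log2 fold change of 1.91 (standard error 0.35). Gbp10 lies on chromosome 5 from 105215699 to 105239533 and shares 82.5% of its windows with other genes, mainly the overlapping gene Gm43302 on the same strand, so its value cannot be assigned to Gbp10 alone. It was 208 ± 55.2 and 18.3 ± 7.77 normalized reads (SD, n = 4 each). The libraries with agonistic CD40 mAb lay between 141 and 256 normalized reads and those with isotype control between 14.3 and 29.9. The log2 fold change of Gbp10 was 3.47 (standard error 0.30, limma adjusted p = 0.00296), and it stayed between 3.36 and 3.72 when each library was left out in turn. The adjusted p was 0.145 when all genes of the file were tested and 0.502 without moderation of the variance. All 4 libraries with agonistic CD40 mAb exceeded all 4 with isotype control for Ccl19, Gbp4 and Gbp10. Hprt, the reference gene of the qPCR, was 907 ± 110 and 864 ± 41.4 normalized reads (SD, n = 4 each), a difference smaller than the spread between libraries (exact permutation test, p = 0.629). Its log2 fold change was 0.06, or −0.02 without library 6R.

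**Figure D3:**
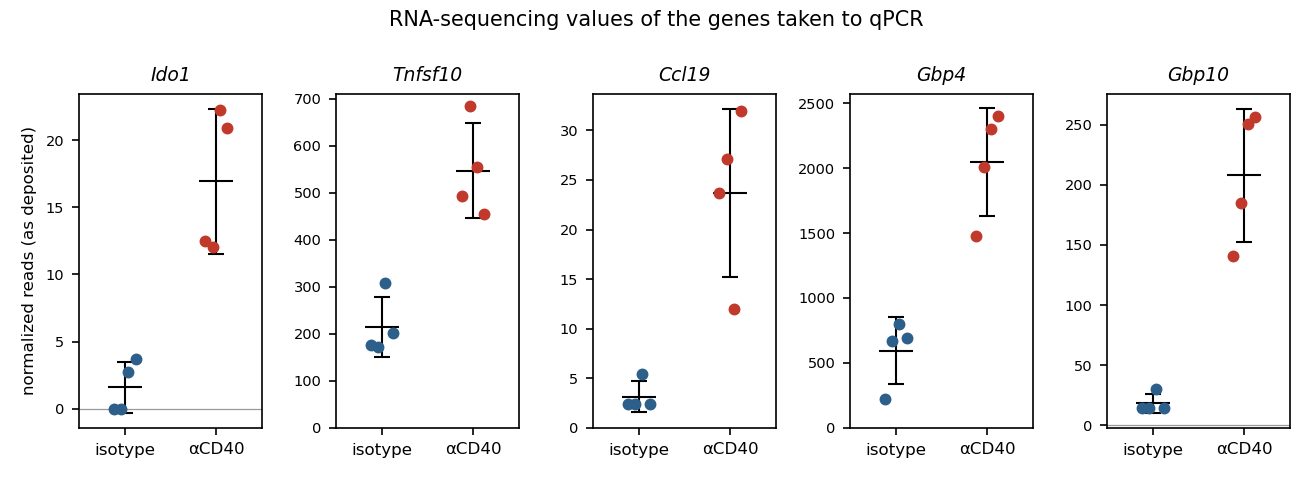
Normalized reads as deposited (y axis, one linear scale per gene) of Ido1, Tnfsf10, Ccl19, Gbp4 and Gbp10 in tumor endothelial cells from isotype control (blue) and agonistic CD40 mAb (red, αCD40) treated B16-F10 tumors. Points are libraries, 4 per group, and black lines give the mean and SD; for each gene the lowest red point lies above the highest blue point.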

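Genes of the IFNγ response list took up 1.01% ± 0.165 of the normalized reads (SD, n = 4) of tumor endothelial cells from agonistic CD40 mAb treated tumors and 0.442% ± 0.145 (SD, n = 4) of those from isotype control treated tumors, and no library of one group reached the other. Irf1, on chromosome 11 from 53770014 to 53778374, was 1034 ± 232 and 521 ± 178 normalized reads (SD, n = 4 each), and Nlrc5, on chromosome 8 from 94434356 to 94527272, 633 ± 101 and 217 ± 103 (SD, n = 4 each). Both overlap a gene on the opposite strand. The log2 fold changes of Irf1 and Nlrc5 were 1.03 and 1.70, with standard errors of 0.25 and 0.36. Ubd, on chromosome 17 from 37193892 to 37196095, was 412 ± 199 and 17.5 ± 14.5 normalized reads (SD, n = 4 each; limma adjusted p = 0.0547), and Igtp rose 3.64-fold. Igtp shares 12.3% of its windows with the overlapping Irgm2. Of the adhesion molecules, Icam1 was 582 ± 52.8 and 377 ± 132 normalized reads (SD, n = 4 each) and Vcam1 702 ± 39.8 and 431 ± 179 (SD, n = 4 each), log2 fold changes of 0.69 and 0.83. Icam1 was past the threshold in 5 and Vcam1 in 7 of the 8 fits that each left out one library; without 5L neither was. Icam1 and Vcam1 overlap a gene on the opposite strand. Sele, with a log2 fold change of −0.34 (standard error 0.52), did not differ beyond its spread. All 4 libraries with agonistic CD40 mAb lay above all 4 with isotype control for Irf1, Nlrc5, Igtp, Ubd, Icam1 and Vcam1. The endothelial markers Pecam1 and Cdh5 differed by less than the spread between libraries, with log2 fold changes of 0.24 and 0.11 (standard errors 0.18 and 0.16). That of Cdh5 was −0.09 when libraries were weighted by quality. Lists of endothelial markers made up 0.989% and 0.884% of the normalized reads with agonistic CD40 mAb and isotype control. Fibroblast markers made up 2.70% and 2.49%, and melanoma markers 0.816% and 0.951%. A rise carried by fibroblasts or melanoma cells in the sorted fraction thus cannot be told apart from one of endothelial cells here.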

Taken together, our results indicate that agonistic CD40 mAb treatment of mice bearing B16-F10 melanoma is associated with increased IFN signaling in tumor endothelial cells, up-regulation of inflammatory pathways and increased expression of molecules associated with increased endothelial barrier function and immunosuppression such as TRAIL and IDO1.

**Figure 2.**
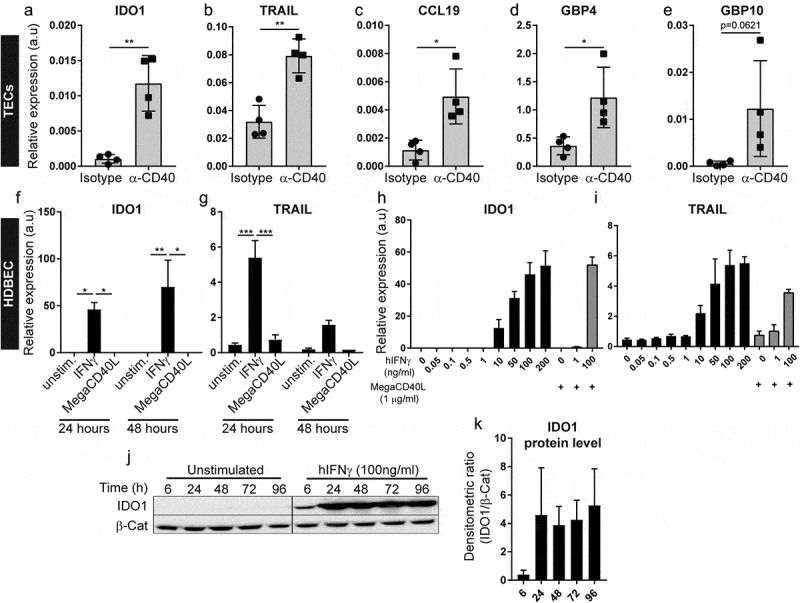
Validation of selected genes found to be differentially expressed in tumor endothelial cells in response to CD40-stimulating immunotherapy: (a-e) Quantitative PCR (qPCR) detection of genes previously identified to be differentially expressed by RNA-sequencing (a) IDO1. (b) TRAIL, (c) CCL 19, (d) GBP4, (e) GBP10, in TECs derived from B16-F10 tumors treated with agonistic CD40 mAb (n = 4) or isotype control (n = 4). Graphs depict relative target gene expression compared to HPRT housekeeping gene expression. (f-g) qPCR detection of IDO1 (f) and TRAIL (g) expression levels in HDBEC treated with human recombinant IFNγ (100 ng/ml) or MegaCD40L (1µg/ml) for 24 and 48 hours (mean values show relative expression compared to HPRT from biological duplicates). (H-1) qPCR detection of IDO1 (h) and TRAIL (i) expression levels in HDBEC treated with increasing doses (0-200ng/ml) of human recombinant IFNγ (100 ng/ml) and MegaCD40L (1µg/ml) for 18 hours. (j-k) Western blot of lDOI protein in HDBEC treated with 100 ng/ml human recombinant IFNγ for up to 4 days (i) and analysis of IDO1 relative to β-catenin protein levels (k) from 3 independent experiments. Mean, SD, *p<0.05, **p<0.01, unpaired Student's t-test.

### IFNγ stimulation of endothelial cells induces expression of IDO1 and TRAIL

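Ifng, on chromosome 10 from 118441046 to 118445892, was listed at 0 reads in each of the 8 libraries of sorted tumor endothelial cells, which allows up to 0.353 normalized reads in the deepest library and 7.33 in the shallowest. It shares 13.6% of its windows with Gm49751 on the same strand, so some of its reads could have gone uncounted. The genes of its receptor were expressed in both groups. Ifngr1 was 854 ± 137 normalized reads (SD, n = 4) with agonistic CD40 mAb and 800.5 ± 179.7 (SD, n = 4) with isotype control, and Ifngr2 794 ± 10.2 and 827 ± 113 (SD, n = 4 each). Their log2 fold changes, 0.11 (standard error 0.19) and −0.05 (standard error 0.12), were within their standard errors, and each changed sign when a single isotype control library was left out, to −0.06 without 5L for Ifngr1 and to 0.01 without 7N for Ifngr2. Cd40 lies on chromosome 2 from 165055627 to 165072948. It was 56.1 ± 10.2 and 47.7 ± 26.2 normalized reads (SD, n = 4 each; exact permutation test, p = 0.571). The log2 fold change of Cd40 was 0.41 (standard error 0.40), 0.04 without library 7N, and −0.21 when libraries were weighted by quality. Socs1, a target of IFN signaling, was 23.7 ± 15.0 and 8.35 ± 5.58 normalized reads (SD, n = 4 each; exact permutation test, p = 0.0857). Its log2 fold change of 1.46 was past the threshold in 3 of the 8 fits that each left out one library, with an unadjusted limma p of up to 0.112 without 10N. Wars, another IFN-responsive gene, had a log2 fold change of 0.39 (standard error 0.20, limma unadjusted p = 0.0719).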

The bioinformatic analysis of differential gene expression in response to agonistic CD40 mAb therapy indicated that enhanced IFN-signaling in the tumor microenvironment underlies the transcriptional response of tumor endothelial cells. Interferon signaling promotes anti-tumor immune response, but can also induce immunosuppressive mechanisms in cancer.^31^ To identify mechanisms leading to enhanced IDO1 and TRAIL expression in endothelial cells after CD40-stimulating immunotherapy, we analyzed gene regulation in human umbilical vein endothelial cells (HUVEC) and human dermal blood endothelial cells (HDBEC) *in vitro*. Interestingly, whereas stimulation with the CD40 agonist MegaCD40L did not affect expression of either IDO1 or TRAIL, human recombinant IFNγ treatment elevated IDO1 and TRAIL mRNA expression (Figure 2f–l, Supplementary Fig S2 A,B) in a dose-dependent manner (Figure 2h-l). IDO1 protein expression was induced within 6 hours and sustained for at least 4 days after IFNγ treatment (Figure 2j,k). This data supports the bioinformatic analysis, indicating that IFN-signaling directly induces IDO1 and TRAIL in endothelial cells.

### IDO1 expression in tumor endothelial cells is specifically enhanced by agonistic CD40 mAb therapy and correlates to intratumoral expression of IFNγ

IDO1 can be expressed by several cell types within the tumor microenvironment. To determine the relative expression level of IDO1 in endothelial cells as compared to the rest of the tumor tissue, we employed mice expressing a fusion eGFP-L10a ribosomal protein under control of the VE-cadherin promoter (VEcadTRAP mice). VEcadTRAP mice with B16.F10 tumors were treated peritumorally with agonistic CD40 mAb at day 11 and 14, and tumors were collected at day 15 when tumor sizes did not significantly differ between the groups (Figure 3a). Agonistic CD40 mAb treatment substantially increased the expression of IFNγ and IDO1 in tumor tissue, and their levels in individual tumors were positively correlated (Figure 3b–d). The translating-ribosome affinity purification (TRAP) method was used to isolate the endothelial-specific mRNA fraction associated with eGFP-tagged ribosomes and the unbound (flow-through) fraction containing all remaining RNAs from the tumor tissue (including RNA from tumor cells, stroma and immune cells).^32^ Successful isolation of endothelial mRNA was confirmed by qPCR analysis, showing that the endothelial marker CD31 was highly enriched in the eGFP-immunoprecipitated fraction (Figure 3e). IDO1 expression was specifically increased in the tumor endothelial pool following anti-CD40 treatment of B16-F10 tumors (Figure 3f), whereas it was almost undetectable in the unbound fraction. The increase in IDO1 in B16-F10 tumor endothelial cells treated with agonistic CD40 mAb correlated with IFNγ expression in the tumor tissue (Figure 3g). A predominant expression of IDO1 in the tumor endothelial cell fraction was also noted in HCmel12 melanomas, but the level of IDO1 and of intratumoral IFNγ were not significantly increased by anti-CD40 therapy in this model (Supplementary Fig S3A-D). To compare expression of IDO1 in tumor endothelial cells to that of tumor-infiltrating leukocytes, B16-F10 tumor bearing mice were treated with agonistic CD40 mAb or isotype control and CD45^−^CD31^+^ endothelial cells and CD45^+^ leukocytes were isolated using FACS before the start of therapy (day 12), one day after the last treatment (day 16) and four days after the last treatment (day 19). In line with our analysis of the endothelial-specific fraction using the TRAP methodology (Figure 3f), IDO1 mRNA expression was significantly elevated on day 16 in tumor endothelial cells from agonistic CD40 mAb treated mice as compared to expression in tumor endothelial cells before treatment (day 12) and tumor endothelial cells isolated from isotype control treated mice (Supplementary Fig S4A, S4B). The increased expression of IDO1 in tumor endothelial cells in response to agonistic CD40 mAb therapy was sustained in some, but not all, treated mice at day 19. In contrast, agonistic CD40 mAb therapy did not enhance IDO1 expression in CD45^+^ leukocytes, and the relative level of expression was considerably lower in leukocytes than what was observed in tumor endothelial cells after agonistic CD40 mAb therapy (Supplemental Fig S4C). Together, our data indicate that IDO1 is mainly expressed in tumor endothelial cells of B16-F10 and HCmel12 melanomas and that its expression can be further enhanced by agonistic CD40 mAb therapy and the associated IFNγ expression in the tumor microenvironment.

**Figure 3.**
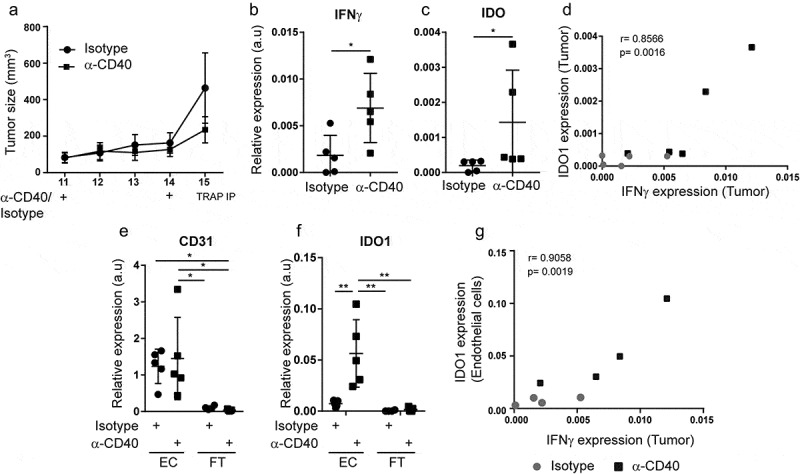
Agonistic CD40 mAb-induced IFNy expression in B16-F10 tumors promotes the expression of IDO1 and TRAIL in tumor endothelial cells: (a) B16-F10 tumor growth curves in mice expressing the fusion ribosomal protein eGFP-L10a under the endothelial specific promoter of VE-cadherin (VEcad-eGFP-L10a TRAP mice). Mice were treated twice with agonistic CD40 mAb (n = 5) or isotype control antibody (n = 5) by peritumoral injections on days 11 and 14. Tumor endothelial-specific mRNA isolation was performed by translating ribosome affinity purification (TRAP-IP). (b-c) qPCR detection of IFNγ (b) and IDO1(c) gene expression in B16-F10 tumors treated with anti-CD40 (n=5) or isotype control (n=5). (d) Pearson correlation (p = 0.0016) of IFNγ and IDO1 expression in B16-F10 tumors treated with anti-CD40 (black boxes) or isotype control (grey dots). (e-f) qPCR detection of CD31 (e) and IDO1 (f) expression in TRAP-purified endothelial cell-specific mRNA (EC) and flow-through (unbound total RNA; FT) samples derived from agonistic CD40 mAb (n = 5) or isotype control (n = 5) treated B16-F10-tumors inoculated in VEcad-eGFP-L10a TRAP mice.(g) Pearson correlation (p = 0.0019) of IFNγ and endothelial-specific IDO1 expression in B16-F10 tumors treated with anti-CD40 (black boxes) or isotype control antibody (grey dots). qPCR graphs depict relative expression of the gene of interest compared to Hypoxanthine-Guanine Phosphoribosyltransferase (HPRT) housekeeping gene expression. Mean, SD, *p < 0.05, **p < 0.01, unpaired Student's t-test, one-way ANOVA with Tukey's multiple comparison test.

### T-cell secretion of IFNγ enhances IDO1 expression in endothelial cells

Since activation of T-cells is associated with enhanced IFNγ production, we investigated if IDO1-expression in tumor endothelial cells in response to agonistic CD40 mAb immunotherapy was related to increased infiltration of activated T-cells. We quantified CD8^+^ T cells by immunofluorescent staining and image analysis and correlated the results to IDO1 expression in the corresponding tumor and in tumor endothelial cells (endothelial fraction of the TRAP immunoprecipitation), and found a positive correlation in both cases (Figure 4a–c). To determine if IFNγ expressed by activated T cells was sufficient to upregulate IDO1 in HDBEC, we isolated T-cells from healthy human donors using CD3-beads. Treatment of HDBEC with T-cell conditioned media was associated with enhanced expression of IDO1, an effect that was abrogated by adding an anti-hIFNγ blocking antibody (Figure 4d). Secretion of IFNγ from the purified CD3^+^ T cells was confirmed by ELISA (Figure 4e). These results are consistent with previous observations demonstrating that the transcription factors STAT1 and IRF1, which are activated in response to IFNγ signaling, bind to the promoter region of IDO1 and regulate gene expression.^33^ Taken together, our results indicate that anti-CD40-therapy induces activation of T-cells in the tumor microenvironment, and that IFNγ secreted by activated T-cells induces up-regulation of IDO1 in tumor endothelial cells (schematically illustrated in Figure 4f).

**Figure 4.**
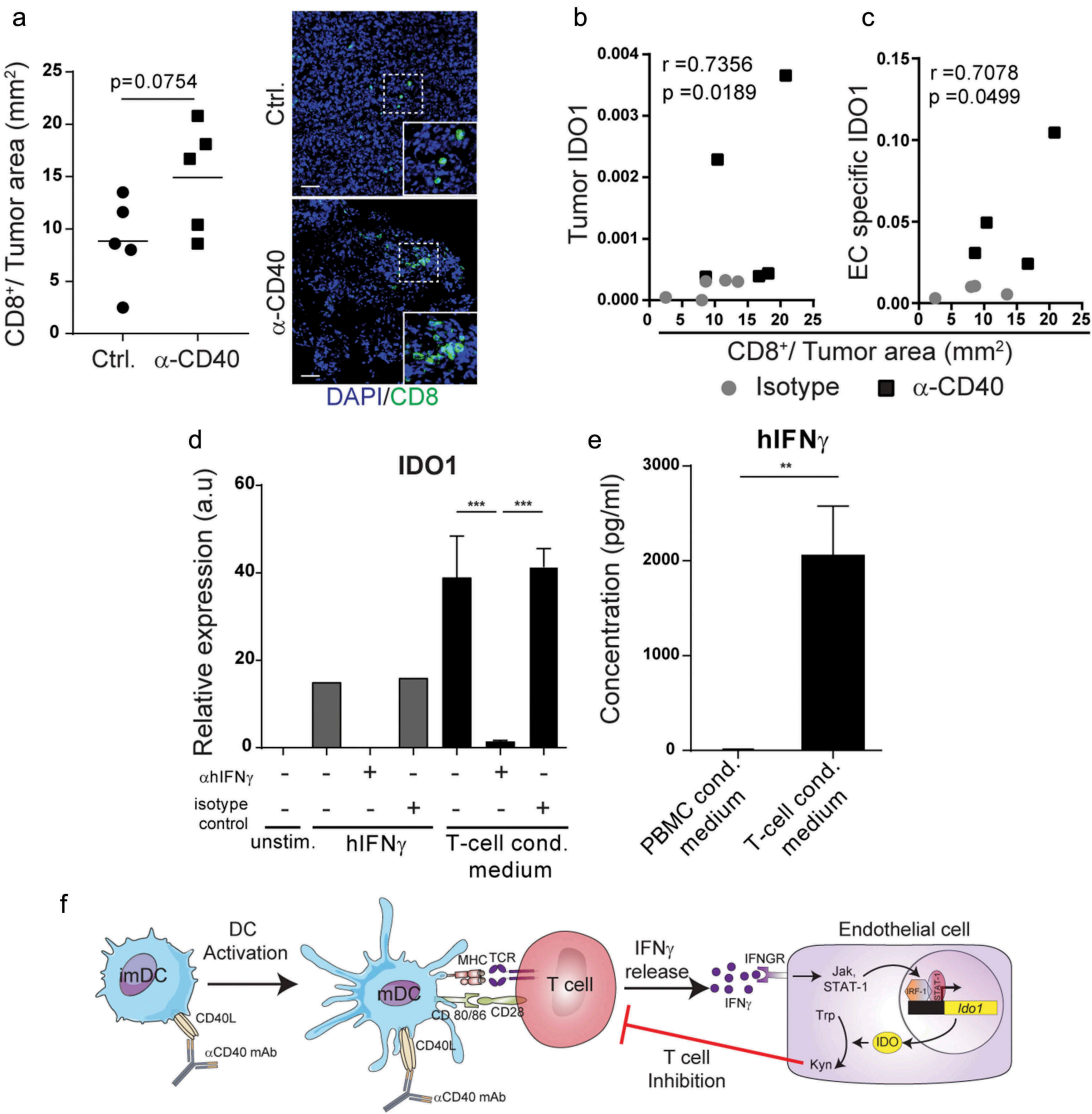
IDO1 expression can be induced by T-cell-derived IFNγ in endothelial cells: (a) CD8^+^ T cell immunofluorescence staining quantification in cryosections from B16-F10 tumors treated with agonistic CD40 mAb or isotype control antibody. Representative immunofluroscence pictures of CD8 staining. Scale bar 50μm. (b) Spearman correlation (p = 0.0189) of tumor IDO1expression and CD8^+^T cells/tumor area in B16-F10 tumors treated with anti-CD40 (black boxes) or isotype control (grey dots). (c) Pearson correlation (p = 0.0499) of endothelial cell-specific IDO1 (derived from the endothelial cell fraction of the TRAP IP) expression and CD8^+^ T cells/tumor area in B16-F10 tumors treated with agonistic CD40 mAb (black boxes) or isotype control antibody (grey dots). Gene expression values show relative expression of IDO1 compared to HPRT housekeeping gene expression (qPCR). (d) IDO1 expression in HDBEC treated for 18 hours with 100ng/ml human recombinant IFNγ or media from 3-day cultured T-cells (3 donors) supplemented with anti-hIFNγ blocking antibody or respective isotype control (both 10μg/ml). Graph shows mean relative expression values compared to HPRT. (e) Detection of IFNγ by ELISA in the T-cell conditioned media (3 healthy donors) that was used to stimulate HDBEC. (f) Schematic illustration of endothelial IDO1-upregulation in response to IFNγ secreted by T-cells.

### Agonistic CD40 mAb in combination with the IDO1 inhibitor epacadostat reduces B16-F10 melanoma growth and enhances T-cell activation

IDO1 upregulation in tumor vessels may influence the infiltrating T-cell phenotypes and activation status. Pharmacological inhibition of IDO1 can improve the response to checkpoint antibodies targeting PD-1 or CTLA-4 in B16-F10 melanoma, but it has not yet been tried in combination with CD40-stimulating immunotherapy.^34^ Combining agonistic CD40 mAb therapy with epacadostat significantly reduced B16-F10 tumor growth as compared to control (Figure 5a). The proportion of CD8^+^ T cells within the CD3^+^ T cell population was increased in the anti-CD40 treated tumors as compared to epacadostat or control treated tumors (Figure 5b). Consistent with a role of IDO1 in repressing T-cell activation, the frequency of CD69^+^CD8^+^ activated T cells was increased in tumors treated with the combination therapy compared to control (Figure 5c). In addition, treatment with epacadostat alone or in combination with agonistic CD40 mAb increased the percentage of CD8^+^CD107a^+^ effector T cells whereas PD-1^+^CD8^+^ T cells were increased in groups treated with agonistic CD40 mAb (Figure 5d,e). The representative FACS plots for CD4, CD8, CD69, CD107a and PD-1 expression are shown in Figure 5f. These results indicate that IDO1 inhibition enhances T-cell activation during CD40-stimulating immunotherapy. To determine the effect of combination treatment with epacadostat and agonistic CD40 mAb, mice with palpable tumors were treated with agonistic CD40mAb day 9, day 12 and day 15, and epacadostat was given twice daily from day 9 to day 18. Combining agonistic CD40 mAb with epacadostat significantly prolonged survival of B16-F10 melanoma bearing mice as compared to control and epacadostat alone, while there was no significant difference in survival between mice treated with agonistic CD40 mAb and the combination (Figure 6a). Individual growth curves demonstrate that all mice treated with the combination of agonistic CD40 mAb and epacadostat survived until the last day of treatment (day 18) (Figure 6b–e). These results indicate that combining agonistic CD40 mAb therapy with inhibition of IDO1 is beneficial in mouse melanoma, associated with increased activation of CD8^+^ T-cells.

**Figure 5.**
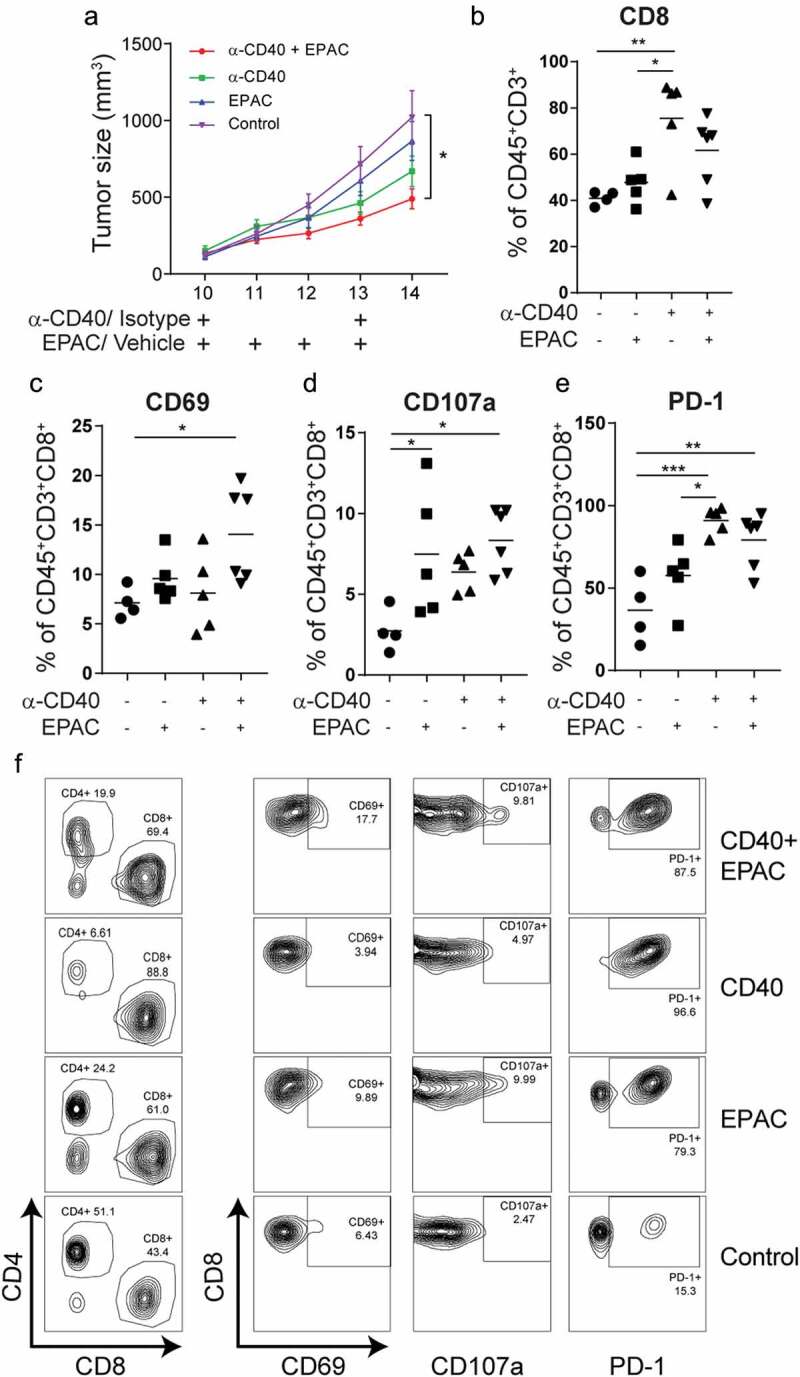
Combining agonistic CD40 mAb treatment with the IDO1 inhibitor epacadostat delays B16-F10 tumor growth and increases survival of tumor-bearing mice: (a) Tumor growth curves in mice bearing B16-F10 tumors treated with agonistic CD40 mAb and epacadostat either as monotherapy or in combination or vehicle as control. Agonistic CD40 mAb or rat isotype control antibody was administered peritumorally on day 10 and day 13 after tumor injection. In parallel,100mg/kg of epacadostat was administered via oral gavage twice daily from day 10 to day 13. Graph shows the combined data from two end-point experiments. Mean, SEM. (b) Percentages of intratumoral CD8^+^ T cells of the total number of CD45^+^CD3^+^measured by FACS (mean, *p < 0.05, **p < 0.01, one-way ANOVA). (c-f) FACS analysis of T-cell activation in tumor-infiltrating T-cells. Values depict percentages of CD69^+^ (c), CD107a^+^(d) and PD-1^+^ (e) of CD45^+^CD3^+^CD8^+^ T-cells from B16-F10 tumors and representative FACS plots (f) (mean, *p < 0.05, **p < 0.01, ***p < 0.01, one-way ANOVA).

**Figure 6.**
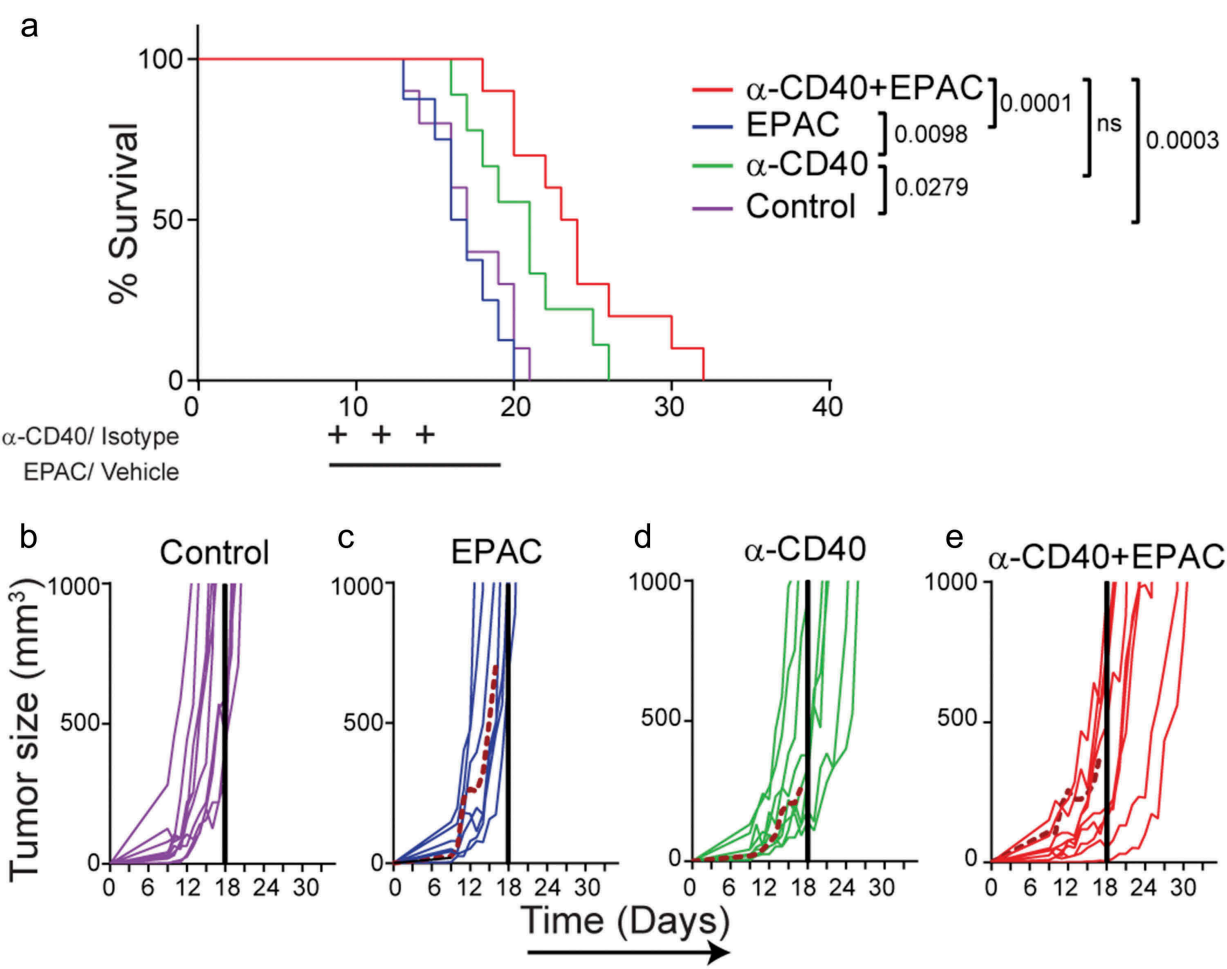
Combined treatment with agonistic CD40 mAb and epacadostat increases survival of B16-F10 tumor bearing mice as compared to control: (a) Kaplan-Meier survival curves of B16-F10 tumor bearing mice treated with agonistic CD40 mAb or isotype control antibody (days 9, 12, 15) and epacadostat or vehicle (from day 9 until 18) (n = 9-10, mean, *p < 0.05, Log-rank test). (b-e) Individual tumor growth curves from the survival experiment in mice bearing B16-F10 tumors of the isotype control treated group (b), or mice treated with either epacadostat (c) or agonistic CD40 mAb (d) or with agonistic CD40 mAb and epacadostat combination (e) therapy. Dashed colored curves represent mice that developed ulcers and the solid colored line indicates the last day of treatment.

### Co-treatment with epacadostat reduces the proportion of CD8^+^ T-cells co-expressing inhibitory molecules during CD40-stimulating immunotherapy

To evaluate how inhibition of IDO1 alters T-cell phenotypes during CD40-stimulating immunotherapy, mice bearing B16-F10 tumors were treated with isotype mAbs, agonistic CD40 mAbs or agonistic CD40 mAbs in combination with epacadostat. Immune cell phenotypes in tumors were determined by high dimensional flow cytometry analysis using a panel of antibodies to characterize cytotoxic and regulatory T-cells. Flow cytometry data were processed using tSNE algorithm and used common T-cell markers to identify the different T-cell subsets present in the tumor (Figure 7a, Supplementary Fig S5A-C) and tumor draining lymph nodes (Supplementary Fig S6A-B). No striking differences were observed in the proportion of helper T-cells (CD4^+^), Foxp3^+^ T-cells and cytotoxic T-cells (CD8^+^) among the different treatment groups in the tumor (Figure 7b). The cytotoxic T-cell (CD8^+^) population was further processed using the tSNE algorithm to identify subpopulations and Figure 7c represents the heatmap intensities of marker expression on CD8^+^ T-cells. Analyzing the median intensity expression of markers on bulk CD8^+^ T-cells reveled that treatment with agonistic CD40 mAb alone or in combination with epacadostat induced T-Cell proliferation (Ki67^+^) and expression of PD-1 as compared to control treated tumors (Figure 7d). Expression of immune-suppressive molecules CD39 and LAG3 on CD8^+^ T-cells decreased when co-treated with epacadostat compared to agonistic CD40 mAb monotherapy. Unsupervised clustering algorithms including FlowSOM and CellCnn were used to identify the population of CD8^+^ T-cells expressing inhibitory molecules. FlowSOM identified a sub-population of PD1^high^LAG3^high^CD39^high^ CD8^+^ T-cells (Cluster-2, in red) that were reduced when agonistic CD40 mAbs were combined with epacadostat (Figure 7e, f). A population of CD8^+^ T-cells with PD1^high^LAG3^high^CD39^high^ signature was also identified using CellCnn. The proportion of these cells were significantly lower in epacadostat co-treated tumors compared to agonistic CD40 mAb monotherapy (Figure 7g,h).

**Figure 7.**
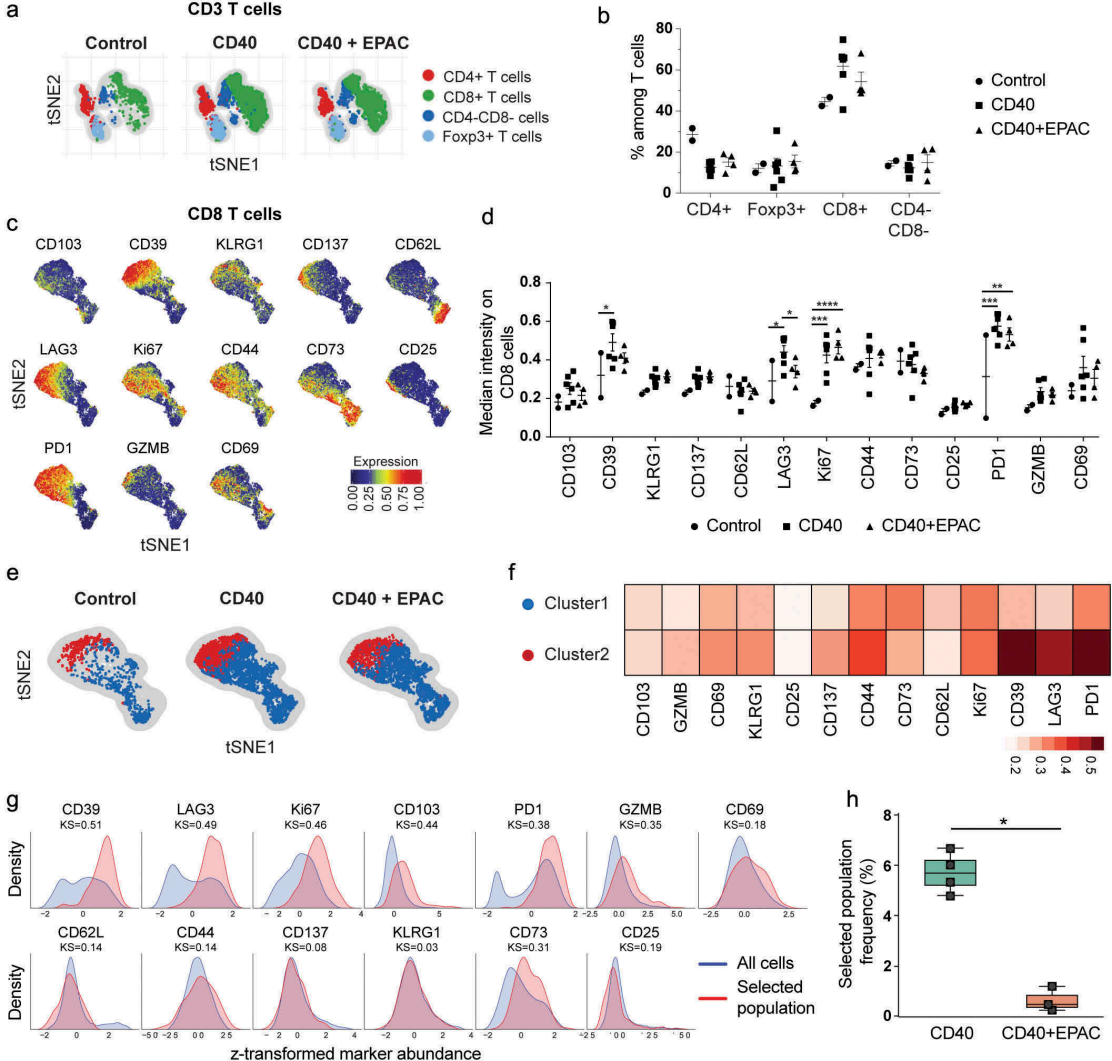
Characterization of tumor infiltrating T cells from B16-F10 tumors treated with agonistic CD40 mAb alone or in combination with epacadostat: B16-F10 tumors were implanted s.c into C57BL/6 mice and treated with control (isotype), agonistic CD40 mAb or agonistic CD40 mAb in combination with Epacadostat. Tumors were harvested at day 15 for flow cytometry analysis . (a-b) t-distributed Stochastic Neighbor Embedding (t-SNE) plot showing sub-populations of TCRβ^+^ T cells (a) and quantification of sub-populations ofTCRβ^+^ T cells from tumors treated by isotype control, agonistic CD40 mAb or agonistic CD40 mAb in combination with epacadostat (b). (c) t-SNE plots showing the median expression of markers on CD8^+^ T cells from tumors of all the three treatments combined. (d) Quantification of median intensity of marker expression on CD8^+^ T cells from tumors treated by isotype control (circles), agonistic CD40 mAb (squares) or agonistic CD40 mAb in combination with epacadostat (triangles).) (mean, *p < 0.05, **p < 0.01, ***p < 0.01, two-way ANOVA and Fischer 's LSD test, each comparison stands alone). (e-f) A pseudocolored t-SNE density map showing the clustering of CD8^+^ T cells from tumors treated with either isotype control, agonistic CD40 mAb or agonistic CD40 mAb in combination with epacadostat (Blue: Cluster PD1^low^LAG3^low^CD39^low^ and Red: Cluster2, PD1^high^LAG3^high^CD39^high^) (e) and heatmap showing median expression of markers in each cluster (f). (g-h) Histograms of the markers (used by CellCnn) showing greatest differential abundance in terms of the Kolmogorov-Smirnov two-sample test between the total CD8^+^ T-cell population and the selected cell subsets (g) and the relative frequency of the selected population in tumors treated with agonistic CD40 mAb or agonistic CD40 mAb in combination with epacadostat (h). (mean, *p < 0.05, Mann-Whitney U-test).

Surprisingly, the proportion of CD4^+^FoxP3^+^ T-cells that co-expressed CD25 was significantly higher in tumors treated by the combination of agonistic CD40 mAb and epacadostat (Supplementary Fig S5D-F). These cells expressed higher levels of immunosuppressive markers, confirming their identity as bona fide regulatory T-cells (Supplementary Fig S5F). No significant differences with respect to the number or phenotype of T-regulatory cells or effector T-cells were detected when comparing leukocytes isolated from lymph nodes of mice treated with anti-CD40 or from the anti-CD40 and epacadostat combination treated group, indicating that the main effect of agonistic CD40 mAb and epacadostat on T-cell activation was observed in the tumor microenvironment (Supplementary Fig S6A-E). Together, these results indicate that inhibition of IDO1, mainly expressed in tumor endothelial cells, reduced expression of immunosuppressive molecules associated with T-cell exhaustion during agonistic CD40 mAb therapy.

## Discussion

Agonistic CD40 mAb therapy have broad immunostimulatory effects on immune cells, but can also impact other cells in the tumor microenvironment. Prior to this study, changes in endothelial gene expression in response to agonistic CD40 mAb therapy had not been investigated. Here, we report that the main response to agonostic CD40 mAb therapy in murine melanoma tumor endothelial cells is not due to engagement of CD40 on endothelial cells, but secondary to IFNγ-secretion by activated cytotoxic T-cells. This leads to simultaneous up-regulation of pro-inflammatory genes, such as CXCL11, and genes associated with an enhanced endothelial barrier to T-cell infiltration and activation, such as IDO1 and TRAIL.^27^ 

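In the tumor endothelial cells sorted from B16-F10 tumors, Cxcl11 was 13.1 ± 7.89 normalized reads (SD, n = 4) with agonistic CD40 mAb and 2.08 ± 2.48 (SD, n = 4) with isotype control, a 6.28-fold difference from 133 and 7 reads. The groups overlapped, with a lowest value of 5.30 normalized reads with agonistic CD40 mAb and a highest of 5.44 with isotype control (exact permutation test, p = 0.0571). The log2 fold change was 2.39 (standard error 0.74, limma unadjusted p = 0.00870), and it lay between 1.97 and 2.87 over the fits that each left out one library and could test the gene. Over the same fits the ratio of group means went from 4.71 without 7N to 13.6 without 8N. Without library 10N the gene fell below the limit for expression. Cxcl11 lies on chromosome 5 from 92359544 to 92365485 and overlaps Gm2673 on the opposite strand. GENCODE M21 lists it as a polymorphic pseudogene.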

Using the VEcadTRAP mice, we found robust expression of IDO1 in the endothelial fraction in B16-F10 and HCmel12 tumors, while no detectable expression was found in the flow-through. Notably, expression of IDO1 in tumor infiltrating leukocytes was considerably lower than that observed in tumor endothelial cells from agonistic CD40 mAb treated B16-F10 melanomas. This is in line with IDO1 expression in B16-F10 tumors being of stromal origin,^35^ but it does not preclude that specific hematopoietic cell types that are less abundant within the tumor microenvironment may express IDO1. A limitation in this study is that epacadostat is likely to impact all IDO1-expressing cells within the tumor microenvironment, and a specific role of endothelial IDO1 in affecting T-cell activation can only be formally proven by specifically knocking out IDO1 in endothelial cells. Nevertheless, tumor endothelial cells are a main source of IDO1 in B16-F10 and HCmel12 melanomas, and IDO1 expression in tumor endothelial cells is likely to affect the perivascular microenvironment, which all tumor-infiltrating T-cells cross following trans-endothelial migration. Agonistic CD40 mAb treatment increased IDO1 expression in tumor endothelial cells, resulting from increased T-cell infiltration and higher levels of IFNγ in the tumor stroma. This is consistent with depletion of CD8^+^ T-cells or IFNγ-deficiency diminishing IDO1 expression in tumor stroma in murine melanoma.^36^ IFNγ-induced expression of IDO1 in endothelial cells has previously been observed in a model of allotransplantation, where CD40Ig-induced graft acceptance of a complete MHC-mismatched heart was due to Treg induction of IFNγ-induced expression of IDO1 in graft endothelial cells.^37^ The present report is the first to show a specific role of endothelial IDO1 in participating in negative regulation of T-cell activation in response to cancer immunotherapy.

IDO1 has received considerable attention as a possible immunotherapeutic target. Many drugs inhibiting IDO1 been developed and tested in clinical trials. Two drugs currently account for the majority of the trials: indoximod [1-methyl-D-tryptophan (1-DMT)] and epacadostat (INCB024360). Although initial results of IDO1 inhibition in clinical trials were encouraging,^26,38–40^ the recent phase III ECHO 301 trial testing epacadostat in combination with the PD-1 inhibitor pembrolizumab in melanoma did not show an improved outcome as compared to pembrolizumab alone.^41^ In the present study we found that epacadostat improved agonistic CD40 mAb therapy in B16-F10 tumors and enhanced T-cell activation, as evidenced by increased expression of CD69 and CD107a on CD8^+^ effector T-cells. We observed a reduction in CD8^+^ effector T-cells expressing exhaustion markers CD39, PD1 and LAG-3 when agonistic CD40 mAb therapy was combined with epacatostat treatment, indicating that IDO1-inhibition reduced immunosuppression. IDO1 inhibition has been demonstrated to increase conversion of Foxp3^+^ Tregs to Th17-like cells in tumor-draining lymph nodes in mice bearing B16-F10 tumors.^42^ However, when treating mice with epacadostat, we did not detect any significant differences in effector T-cells or T-regulatory cells in the lymph node, and instead the major effects of epacadostat therapy on immune cell phenotypes was observed within the tumor microenvironment. Unexpectedly, we found that CD25^+^FoxP3^+^ Tregs were significantly increased within the tumor microenvironment when agonistic CD40 mAb therapy was combined with epacadostat. Although initially surprising, this observation is consistent with enhanced functionality of effector T-cells, since recruitment of CCR4-expressing Tregs have been shown to occur through secretion of CCL22 by activated CD8^+^ T-cells.^36^ Combining several immunotherapeutic drugs will be necessary to combat the numerous feedback mechanisms that exist to limit an immune response. Nevertheless, our results indicate an advantage of combining agonistic CD40 mAb therapy with IDO1-inhibitors, and support continued development of IDO1-inhibitors or alternative targeting of the Trp-Kyn-AhR pathway to block compensatory mechanisms from other tryptophan catabolizing enzymes.^43^ The present study also indicates that combining IDO1 vaccination with agonistic CD40-therapy might represent an attractive approach to treat cancer. If a T-cell response toward IDO1 could be achieved and supported by agonistic CD40 therapy, this would have the dual benefit of targeting tumor endothelial cells and, in IDO1-expressing tumors, malignant cells. Supporting this concept, T-cell targeting of tumor endothelial cells using CAR T-cells specific for VEGFR2 have resulted in inhibition of tumor growth and prolonged survival in mouse tumor models.^44^

Taken together, our data indicate that tumor endothelial cells harbor immunosuppressive feedback mechanisms that are triggered as a result of T-cell activation and can dampen the response to cancer immunotherapy. It is highly likely that this feedback is not limited to CD40-stimulating immunotherapy, but would be induced by other treatments that induce tumor localized T-cell interferon production such as checkpoint-inhibitor therapy or CAR T cells. It is known that tumor endothelial cells can limit T-cell infiltration by reduced expression of adhesion molecules and chemokines important for capture, firm adhesion and transendothelial migration of leukocytes.^45^ Here we report that increased interferon signaling in the tumor microenvironment leads to endothelia up-regulation of an array of genes that each can dynamically influence immune response and may constitute new targets for therapy, which warrants further investigation.

## Materials and methods

### Cell culture

Primary Human Dermal Blood Endothelial Cells (HDBEC) (PromoCell) and Human Umbilical Vein Endothelial Cells (HUVEC) (3 H Biomedical) were cultured in Endothelial Cell Growth Medium 2 (EMV2) (PromoCell) in gelatin-coated plates. Murine B16-F10 melanoma cells (ATCC CRL-6475, American Type Culture Collection) were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with GlutaMAX (Thermofisher Scientific) and 10% fetal bovine serum (FBS) (Sigma-Aldrich). HCmel12 murine melanoma cells^46,47^ were generously provided by Prof. T. Tüting (Laboratory of Experimental Dermatology, University of Bonn, Germany) and cultured in RPMI 1640 Medium (Thermofisher Scientific) with 10% FBS. Cell cultures were incubated at 37°C with 5% CO_2_ in a humidified cell incubator. No authentication of cell lines has been performed after purchase. All cell cultures were routinely tested negative for mycoplasma contamination using the MycoAlert Detection Kit (Lonza, Basel, Switzerland).

### Experimental tumor models

B16-F10 melanoma cells or HCmel12 melanoma cells (250.000 cells) were subcutaneously (s.c.) implanted in C57BL/6 male mice (8 weeks old, Taconic Biosciences). Alternatively, for tumor endothelial-specific mRNA extraction by translating ribosome affinity purification (TRAP),^32^ adult transgenic bacTRAP mice carrying the fusion ribosomic protein eGFP-L10a under control of the VE-cadherin promoter were employed (VEcadTRAP mice). The mice were treated with peritumoral injections of 30 µg αCD40 (FGK4.5, BioXcell) or 30 µg rat IgG2a (2A3, BioXcell) isotype antibodies starting when tumors became palpable. In experiments evaluating IDO1-inhibition, 100 mg/kg of Epacadostat (MedChemExpress) dissolved in vehicle (3% N, N-dimethylacetamide, 10% 2-hydroxylpropyl-β-cyclodextrin) was administered via oral gavage twice daily. Mice were sacrificed one day after the last treatment and tumors were analyzed as described below. A detailed description of treatment schedules is available in the Supplemental Methods section.

Tumor growth was monitored with a caliper and tumor volume was calculated using the ellipsoid formula: 4/3 x π x a (radius of length) x b (radius of width) x c (radius of depth). For survival experiment, mice were sacrificed either when tumors reached a volume of 1000 mm^3^ or if mice developed ulcers. The animal experiment was performed according to Uppsala University’s guidelines for animal experimentation (ethical permits C1/14 and C26/15).

### FACS sorting and RNA preparation followed by deep sequencing

The tumors were cut in small pieces and enzymatically digested by a solution containing DMEM (ThermoFisher) + 5 mg/mL Collagenase II (Sigma) + 50 μg/mL DNase I (Sigma) for 40 min at 37°C. After passing through 70 μm cell strainers, the generated single cell suspensions underwent erythrocyte lysis on ice. The samples were stained using the following antibodies in 2 μg/mL in FACS buffer (PBS + 2% BSA + 1 mM EDTA): anti-CD45-APC (30-F11, Biolegend), anti-CD31-PE (MEC 13.3, BD Biosciences). The samples were stained for live/dead staining with DAPI and sorted in a BD FACSAriaIII cytometer (BD Biosciences). The sorted cells (approximately 100.000 CD45^−^CD31^+^ tumor endothelial cells) were collected in PBS and lysed in Qiazol reagent (Qiagen). Total RNA was extracted from tumor endothelial cells isolated from B16-F10 tumors treated with agonistic CD40 mAb or isotype control antibodies using the RNeasy Mini and Microkits (Qiagen). According to the manufacturer´s instructions in the Tru-Seq RNA library preparation kit v2, 10 ng of RNA was converted into cDNA libraries, which were sequenced on the HiSeq 1500 system and demultiplexed using CASAVA v1.8 (Illumina).

### Preprocessing of sequenced data

RNA-seq data were preprocessed and analyzed. All reads were aligned against the murine mm10 reference genome by TopHat2 v2.0.11^48^ using default parameters. The data were imported in Partek Genomics Suite v6.6 (PGS) to deduct gene and transcript information before performing normalization using statistical software R (v3.3.1) and the DESeq2 package (http://dx.doi.org/10.1101/002832). Normalized read counts were floored to a value of at least 1 after correcting for variance introduced by harvest day. Subsequent to flooring, datasets were trimmed by defining a gene as expressed if the maximum value over all group means was higher than 10.

### Identification of differentially expressed genes

A two-way ANalysis Of Variance (ANOVA) using PGS was performed to calculate differentially expressed genes within datasets comparing expression in tumor endothelial cells and macrophages isolated from agonistic CD40 mAb and isotype treated tumors. A manuscript describing the macrophage expression data is under preparation. Genes were defined to be DE when having a fold change (FC) of ≥ 1.5 and an unadjusted *p*-value of ≤ 0.05.

### Gene set and gene ontology enrichment analysis

Gene Set Enrichment Analysis (GSEA) was performed by PGS using 10,000 permutations utilizing the hallmark pathway gene-sets (http://software.broadinstitute.org/gsea/msigdb/index.jsp) to find enriched pathways in anti-CD40 treated tumor endothelial cells compared to isotype controls. Gene Ontology Enrichment Analysis (GOEA) was conducted using the GO biological process terms. Genes upregulated (FC: ≥ 1.5; unadjusted *p*-value of ≤ 0.05) were used as input for the analysis. To visualize the data, BiNGO,^49^ Enrichment Map^50^ and Word Clouding^51^ plug-ins in Cytoscape were employed using default parameters.

### Reverse transcription quantitative PCR (Rt-qPCR)

For total tissue analysis, RNA extraction was performed using 30 cryosections (10 μm) of OCT-embedded tumors (Cat. 45830, Histolab OCT Cryomount), following the protocol of the RNeasy Plus Mini kit (Qiagen). Then, cDNA was prepared using the SuperScript III Reverse Transcriptase kit (Thermofisher Scientific). Quantitative PCR was performed using SYBR Green (Applied Biosystems) in technical duplicates (CFX96 Touch Real-Time PCR Detection System, Biorad). Human (h) or murine (m) hypoxanthineguanine phosphor ribosyltransferase (HPRT) housekeeping gene was used as reference gene depending on the organism analyzed. List of primers used are provided in the Supplemental Data section (Sup. Table S1). All primers were purchased from Thermofisher Scientific. Relative expression (RE) was determined with the formula RE _gene x_ = 2^− (Cq x-Cq gene HPRT)^.

### Tumor endothelial-specific mRNA isolation by translating ribosomal affinity purification

The Translating Ribosomal Affinity Purification (TRAP) protocol was previously used for identification of cell-specific expression.^32^ In the TRAP mice used in this study, the transgene eGFP-L10a is regulated by the endothelial-specific VE-cadherin promoter. Isolation of eGFP-tagged-polysomes was performed by using anti-GFP-bound Dynabeads (Qiagen). After extensive washing, mRNA of endothelial cells from B16-F10 or HCmel12 tumors were obtained by Trizol and further purified by RNeasyMicro kits (Qiagen). Two different RNA pools, 1) the endothelial specific mRNAs of the tumor that were about to be translated and 2) a pool of unbound fraction (flow-through that did not bind to the anti-GFP beads), consisting of the rest of RNAs of the tissue, were collected.

### Cytokines and antibodies for *in vitro* stimulation or endothelial cells

The following cytokines and antibodies were used for *in vitro* stimulation of HDBEC: hIFNγ (Biosite), MegaCD40L (Enzo lifesciences), hIFNγ neutralizing antibody (BD biosciences) and the isotype control for the hIFNγ-neutralizing antibody (BD biosciences). All cytokines and antibodies used in *in vitro* HDBEC stimulations were diluted in endothelial cell starvation medium (basal EMV2 plus 1% FBS). HDBEC were pre-starved for 2 hours in starvation medium prior to stimulation.

### Culture of HDBE cells in T-cell conditioned media

Peripheral Blood Mononuclear Cells (PBMCs) were isolated after Ficoll (GE Healthcare) separation from healthy donor buffy coats. Purified T cells were obtained with anti-human CD3 microbeads (Miltenyi) according to manufacturer’s protocol. CD3^+^ T cells were cultured for 3 days in RPMI supplemented with 10% FBS, 1% PEST, 1% HEPES, 0.5% L-glut, 0.04% b-2-Mercaptoethanol. T-cell conditioned medium (cell culture supernatant) was collected and added to HDBEC monolayers in 24-well plates (70.000 cells/well). IFNγ was performed by adding anti-hIFNγ antibodies and the experiment was controlled using respective isotype antibodies.

### Western blot and ELISA for protein analysis

Cell lysates from HDBEC cultured in gelatin-coated 12-well plates were prepared using a mixture of NuPAGE LDS Sample Buffer and NuPAGE Sample Reducing Agent (Thermofisher Scientific). Samples were loaded on NuPAGE Bis-Tris4%–12% protein gels. NuPAGE MOPS SDS Running Buffer supplemented with 200 μl of NuPAGE Antioxidant was used during electrophoresis, and the gels were transferred using NuPAGE Transfer Buffer. SeeBlue Pl2 USD Pre-Stained Standard (ThermoFisher Scientific) was used as a loading marker. Proteins were blotted onto an Amersham nitrocellulose blotting membrane 0,2 μm-0,45 μm and Amersham ECL prime was used as a detection reagent (GE Healthcare Sciences). Primary antibodies were anti–IDO (D5J4E) Rabbit mAb (Cell Signaling Technology) and Mouse Anti-β-Catenin (Clone 14/Beta-Catenin, BD Biosciences). Horseradish peroxidase-labeled secondary antibodies (GE Healthcare and Sigma) were used. For detection of hIFNγ in isolated T cells from PBMCs from healthy donors, the human IFNγ ELISA development kit (MabTech) was used.

### Flow cytometry analysis

Tumors were cut in small pieces, enzymatically digested with by ± 2.3 Wunsch units/ml Liberase TL (SigmaAldrich) for 20 minutes at 37 °C and passed through 70 μm cell strainers. The generated single cell suspensions were stained with the live/dead marker Zombie Aqua (Biolegend) and blocked for unspecific binding to CD16/32 (TruStain fcX, Biolegend). Single cell suspensions were incubated for 20 minutes with FACS buffer (PBS supplemented with 1% FCS, 0,02% NaN3) with 1:50 dilution for Abs. The antibodies used were purchased from Biolegend: PerCP anti-mouse CD45 (30-F11), Brilliant Violet 421 anti-mouse CD3 (17A2), PE anti-mouse CD4 (RM4-4), APC/Cy7 anti-mouse CD8a (53–6.7), FITC anti-mouse/human CD45R/B220 (RA3-GB2), PE anti-mouse CD69 (H1.2F3), APC/Cy7 anti-mouse CD107a (1D4B) and PE/Cy7 anti-mouse PD-1 (RMP1-30). Samples were washed with FACS-buffer and analyzed in a FACSCanto II cytometer (BD Biosciences). Data analysis was performed with FlowJo software (TreeStar). For high dimensional FACS analysis data was acquired on a FACSymphony using the antibodies described in Sup Table S2. For tSNE and FlowSOM analysis data were compensated, exported into FlowJo software (version 10, TreeStar Inc.). The exported FCS files were normalized using Cyt MATLAB (version 2017b) and uploaded into Rstudio (R software environment, version 3.4.0). tSNE and FlowSOM algorithm mapping live T cells from a pooled sample were performed as described by Brummelman et al (In press, Nat. Protocol). CellCnn was run using default parameters, dividing data into training and validation steps^52^.

### Immunofluorescence staining and image analysis

Cryosections (7–10 μm) from snap frozen tumors were fixed with ice-cold acetone for 15 min and blocked with 3% bovine serum albumin in PBS for 1 h at room temperature. The sections were incubated overnight at 4°C with APC anti-mouse CD8a (Biolegend). After washing with PBS sections were counterstained with Hoechst33342 (SigmaAldrich) and mounted with Fluoromount-G (Southern Biotechnology). Tile-scan images from entire tumor sections were captured using a DMi8 Leica microscope. Cells were counted manually using the Image J software.

## Statistical analysis

Statistical analysis was performed using the GraphPad Prism 7.0 software. Data was assessed for normal distribution using D’Agostino & Pearson normality test. To determine statistically significant differences (*p* value ≤0.05) between groups we used t-student tests and one-way ANOVA (or Kruskal-Wallis test for not normally distributed data) followed by correction for multiple testing (recommended post-hoc test). To determine significant correlations between variables we employed Pearson and Spearman correlation analyses (*p* value ≤ 0.05).

## Data Availability

The mRNA sequencing data has been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE130679 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE13067)

# Supplementary material for: Tumor endothelial cell up-regulation of IDO1 is an immunosuppressive feed-back mechanism that reduces the response to CD40-stimulating immunotherapy
**Source:** Oncoimmunology. 2020 Mar 9;9(1):1730538. doi: 10.1080/2162402X.2020.1730538
**Supplement:** Supplemental Material

**SUPPLEMENTARY DATA**

***SUPPLEMENTARY METHODS***

**Treatment schedules for tumor experiments**

***FACS sorting experiments***

B16.F10 melanoma cells (250.000 cells) were subcutaneously (s.c.) implanted in C57BL/6 male mice (8 weeks old, Taconic Biosciences). The mice were randomly divided into two groups and were treated with 2 peritumoral injections of 30µg αCD40 (FGK4.5, BioXcell) or 30µg rat IgG2a (2A3, BioXcell) isotype antibodies at day 13 and 16 after B16.F10 tumor inoculation. The mice were sacrificed one and four days after the last treatment and tumors were dissected and subjected to FACS sorting of tumor endothelial cells and TILs, followed by RNA-sequencing or qPCR.

***Tumor endothelial-specific mRNA extraction experiments***

For tumor endothelial-specific mRNA extraction by translating ribosome affinity purification (TRAP) (34), adult transgenic bacTRAP mice carrying the fusion ribosomic protein eGFP-L10a under control of the VE-cadherin promoter were produced (VEcadTRAP mice). B16.F10 or HCmel12 melanoma cells (250.000 cells) were s.c. injected into the right flank of adult VEcadTRAP mice. When tumors became palpable (day 11 for B16.F10 and day 17 for HCmel12), mice were treated with either anti-CD40 antibodies or respective isotypes as described above. Mice were sacrificed one day after the last treatment, in B16.F10 melanoma at day15 and in HCmel12 at day 21. The tumors were removed and split in half. Half of the tumor was used for mRNA analysis using the TRAP protocol and the other half was snap frozen in isopentane with dry ice and embedded in OCT (Histolab OCT Cryomount) for immunofluorescence staining and total RNA extraction.

***Experiments combining agonistic CD40 mAbs with Epacadostat treatment***

For end-point studies with agonistic CD40 mAbs in combination with the IDO1 inhibitor Epacadostat (MedChemExpress), 8 weeks old C57BL/6 wild-type male mice (Taconic Biosciences) received 250.000 B16.F10 cells in the right flank s.c. The treatments started at day10 after tumor injection, when the tumors were palpable. 30 μg agonistic rat-anti-mouse CD40 antibody (FGK4.5, Bio X Cell) or rat control isotype IgG2a was administered in phosphate-buffered saline (PBS) peritumorally on day 10 and day 13 after tumor injection. In parallel, 100 mg/kg of Epacadostat dissolved in vehicle (3% N, N-dimethylacetamide, 10% 2-hydroxylpropyl-β-cyclodextrin) was administered via oral gavage twice daily from day 10 to day 13. Mice were sacrificed one day after the last treatment (day 14) and the tumors were surgically removed and split in half. One half of the tumor was used for FACS analysis and the other half was snap frozen in isopentane with dry ice for further analyses.

For the survival experiment, 8 weeks old C57BL/6 wild-type male mice (Taconic Biosciences) were s.c. injected with B16.F10 cells as described above. On day 9, when tumors were palpable, the mice were treated with local anti-CD40 antibodies or the isotype controls as described above. The treatment was repeated on day12 and day14. In parallel, 100mg/kg of Epacadostat or vehicle (3% *N*, *N*-dimethylacetamide, 10% 2-hydroxylpropyl-β-cyclodextrin from Sigma) were administered via oral gavage twice a day continuously from day 9 until day 18. Mice were sacrificed either when tumors reached a volume of 1000 mm^3^ or if mice developed ulcers.

***MATERIALS AND METHODS SUPPLEMENTARY FIGURES***

**Cell culture**

The immortalized murine brain capillary-derived bEND.3 and pancreatic islet MS1 endothelial cell lines were cultured in DMEM (Dulbecco's Modified Eagle Medium, Gibco) supplemented with 10% FCS (Gibco). The murine immature D1 cells were cultured in non-tissue culture-treated dishes in IMDM (Iscove's Modified Dulbecco's Medium, Gibco) with 10% FBS, 1% βME and 20ng/ml GM-CSF.

Human monocyte-derived DCs (moDCs) were obtained by isolating CD14^+^ monocytes from healthy donor buffy coats and culturing them in GM-CSF and IL4 (both at 100ng/ml) for 6-7 days. Differentiation of the cells was checked by FACS stain for CD14^+^ and CD1a^+^ on samples pre- and post- CD14^+^ cell isolation as well as after 6-7 days of culture.

***In vitro* cell stimulations**

HDBEC, HUVEC and moDCs were stimulated for 24 hours with hTNFα (PeproTech, 20ng/ml) and human MegaCD40L (1μg/ml, Enzo lifesciences) before FACS staining. D1 dendritic cells, bEND.3 and MS1 and cell lines were stimulated for 24 hours with mTNFα (PeproTech, 20ng/ml), mouse MegaCD40L (1μg/ml, Enzo lifesciences), rat anti-mouse CD40 antibody (FGK4.5) or respective IgG2a isotype (10μg/ml, both from BioXcell) before FACS staining.

**FACS staining**

For FACS staining, single cell suspensions were incubated for 20 minutes with FACS buffer (PBS supplemented with 1% FCS, 0,02% NaN3) with 1:50 dilution for Abs. The antibodies used were: anti-human CD40 (mouse IgG1κ, 5C3, Biolegend), mouse IgG1κ isotype control (Biolegend), anti-human ICAM-1 (HA58, Biolegend), anti-human VCAM-1 (BBA22, R&D), anti-human E-selectin (HA3-1f, Biolegend), anti-human CD86 (IT22, Biolegend), anti-human HLA-DR (L243, BD Biosciences), anti-mouse CD40 (rat IgG2a, 3/23, Biolegend), rat IgG2a isotype control (Biolegend), κanti-mouse ICAM-1 (YN1/1.7.4, Biolegend), VCAM-1 (MVCAM.A, Biolegend) and anti-mouse CD86 (GL-1, Biolegend). Samples were washed with FACS-buffer and analyzed in a FACSCanto II cytometer (BD Biosciences). Data analysis was performed with FlowJo software (TreeStar).

# Supplementary material for: Tumor endothelial cell up-regulation of IDO1 is an immunosuppressive feed-back mechanism that reduces the response to CD40-stimulating immunotherapy
**Source:** Oncoimmunology. 2020 Mar 9;9(1):1730538. doi: 10.1080/2162402X.2020.1730538
**Supplement:** Supplemental Material

**Table S1.** Primers for qPCR analysis (h=human, m=mouse)

| **Gene** | **Forward Primer (5'-3')** | **Reverse Primer (5'-3')** |
| --- | --- | --- |
| hHPRT | CTTTGCTGACCTGCTGGATT | TCCCCTGTTGACTGGTCATT |
| hIDO1 | TCTCATTTCGTGATGGAGACTGC | GTGTCCCGTTCTTGCATTTGC |
| mHPRT | CAAACTTTGCTTTCCCTGGT | TCGAGAGGTCCTTTTCACC |
| mIDO1 | TGGCGTATGTGTGGAACCG | CTCGCAGTAGGGAACAGCAA |
| mTRAIL | ATGGTGATTTCGATAGTGCTTCC | GCAAGCAGGGTCTGTTCAAGA |
| mCD31 | TACTGCAGGCATCGGCAAA | GCATTTCGCACACCTGGAT |
| mCD45 | ATATCGCGGTGTAAAACTCGTC | TTCCACAAGGCGTTTCTGGAA |
| mCCL19 | TGGTTCTCTGGACCTT | CCCTTAGTGTGGTGAAC |
| mGBP4 | GGAGAAGCTAACGAAGGAACAA | TTCCACAAGGGAATCACCATTTT |
| mGBP10 | GGTGATTCCTAGGAGAGAG | TGTCCAGAATCTCTATGG |
| mIFNγ | CACGGCACATCATTGAAAG | TTCCACATCTATGCCACTTGA |

**Table S2.** Antibodies used for high dimensional FACS analysis

| **Antigen** | **Clone** | **Fluorochrome** | **Manufacturer** |
| --- | --- | --- | --- |
| CD25 | PC61 | BV 650 | BioLegendTM |
| CD11b | M1/70 | BUV 661 | BD PharmingenTM |
| CD39 | 24DMS1 | PerCP-eFlour710 | Thermo Fisher Scientific |
| CD4 | GK1.5 | BUV 496 | BD PharmingenTM |
| CD44 | IM7 | BV 570 | BioLegendTM |
| CD45 | 30-F11 | BUV 563 | BD PharmingenTM |
| PD-1 | 29F.1A12 | BV 785 | BioLegendTM |
| CD8 | 53-6.7 | BUV 805 | BD PharmingenTM |
| CTLA4 | UC10-4F10-11 | APC-AR700 | BD PharmingenTM |
| FOXP3 | FJK-16s | PE-eFlour610 | Thermo Fisher Scientific |
| Granzyme B | GB11 | PE | BD PharmingenTM |
| CD103 | 2E7 | FITC | BioLegendTM |
| CD62L | MEL-14 | BUV 737 | BD PharmingenTM |
| KI-67 | B56 | BV 480 | BD PharmingenTM |
| KLRG1 | 2F1/KLRG1 | APC-C7 | BioLegendTM |
| LAG3 | C9B7W | BV 421 | BioLegendTM |
| CD137 | 17B5 | Biotin | BioLegendTM |
| CD73 | TY/11.8 | BV 605 | BioLegendTM |
| Streptavidin |  | BUV395 | BD PharmingenTM |
| CD69 | H1.2F3 | PE-Cy7 | BD PharmingenTM |
| TCRb | H57-597 | PE-Cy5 | BioLegendTM |
| TIM3 | RMT3-23 | APC | BioLegendTM |
| NK1.1 | PK136 | BV 711 | BioLegendTM |
|  |  |  |  |
| LIVE/DEAD Fixable Aqua | |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

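RNA of tumor endothelial cells sorted from 8 B16-F10 tumors, 4 treated with agonistic CD40 mAb and 4 with isotype control, was sequenced with 1 library per tumor. The signal values analyzed are 1 value per gene and library, as deposited by the authors, who aligned the reads to mm10 with TopHat2, assigned them to genes in Partek Genomics Suite and divided the gene counts by DESeq2 size factors. They prepared the libraries with TruSeq RNA reagents from 10 ng of RNA and sequenced them on a HiSeq instrument. According to the paper, values were then corrected for harvest day, floored to 1 and trimmed to genes with a largest group mean above 10. The deposited values hold zeros and genes below that mean, and 99.9% of them are whole multiples of 1 read in their library, so flooring, trimming and a correction for harvest day are not visible in them. The values are normalized reads, on a scale common to the 8 libraries. The labels give the same sort day for all 8 tumors, so harvest day could not enter the model. Any effect of it stays in the values. The macrophage libraries of the paper's model were not used here. Every column of values belonged to a library with a known condition.

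The value of 1 read per library was recovered from the steps between low values, and the total reads on genes follow from it. These totals range from 2971689 to 64938728, so that 1 read is worth 0.118 normalized reads in the deepest library and 2.44 in the shallowest. The isotype control group holds the 3 shallowest libraries, and its genes with few reads are measured less precisely. Without molecular identifiers the reads are not independent molecules, and limits from reads cover counting error only.

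The values were taken as log2(value + 1) and tested with limma (version 3.58.1 in R 4.3.3), with treatment as the only term and with moderation along the trend of variance with expression. The 12969 genes whose larger group mean was above 10 were tested, and p was adjusted by the Benjamini-Hochberg method. The paper's threshold was applied as a ratio of group means of at least 1.5 with an unadjusted p of at most 0.05. Single genes were also compared by a two-sided exact permutation test of the group means. The mean, the SD and the ratio refer to the normalized reads without logarithm.

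Of the 20057 genes, 19768 (98.6%) were matched by symbol to GENCODE M21, which gave their positions, GC content and transcript length. Shared sequence was measured as the percent of 50-base windows of a gene's transcripts that also occur in transcripts of other genes. Symbols were matched to 6035 of the 7111 NCBI gene IDs (84.9%) of the mouse Reactome sets, and sets of 15 to 500 tested genes were used.

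The gene lists were written from general knowledge before the data were examined, as were the tests of these lists, the rule for naming genes and most of the alternatives. Apart from comparisons over splits of the libraries, tests of possible explanations were chosen after the results had been seen. Supplementary Table S3 had been read by then. The lists cover the response to IFNγ, the response to type I IFN, IL-6/JAK/STAT3 signaling, NF-κB and endothelial activation, chemokines, oxidative phosphorylation, ribosomal proteins, T-cell-limiting genes, immediate-early and heat-shock genes, the cell cycle, and markers of endothelial cells, lymphatic endothelial cells, leukocytes, T and NK cells, macrophages, melanoma cells, fibroblasts and mural cells. They were tested with camera at a preset correlation of 0.01, with fry, and with camera at a correlation estimated from the data, all of them in limma. Fisher's exact test compared the share of genes past the threshold inside and outside each list. Further lists of MHC class II, hemoglobin, red blood cell, B-cell and dendritic-cell genes were written later, after the calls had been seen.

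The genes named are those the paper names for these cells, a set of IFN, tryptophan, adhesion and cell-identity genes, the 5 genes with the largest and the 5 with the smallest ratio among genes past the threshold whose groups do not overlap, every gene with an adjusted p under 0.05, and for each list discussed the 3 genes with the lowest p and the 3 with the largest mean. MHC class II genes other than Cd74, hemoglobin genes and Alas2 were named after their values had been seen. A few genes that meet these rules are not reported here.

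The alternatives tried were pseudocounts of 0.1 and 10, all genes, genes with a larger group mean above 50, quantile normalization, recomputed size factors, limma without the trend, with robust moderation and with library quality weights, a linear model without moderation, fold changes from limma's difference, and leaving out each library in turn. Chosen after seeing the data were edgeR 4.0.16, DESeq2 1.42.0 and voom on the recovered reads, values floored at 1, genes with a read in at least 1 library, genes with a larger group mean above 8, removal of a GC or a length trend, and reads drawn down to the shallowest library, as the median of 20 draws.

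The methods were tested on simulated data with the means and depths of these libraries, in which 200 genes were changed by a log2 of 2. The changed genes were drawn from those with a mean above 50 normalized reads. Their recovery thus does not cover genes with fewer reads, such as Ido1 and Ccl19. Reads of each gene were drawn independently, without shifts shared by many genes of a library. In the median of 5 simulations, limma found 200 of the changed genes at the paper's threshold and 198 at an adjusted p under 0.05. Among unchanged genes it called 144 up and 120 down at the paper's threshold and 11 at an adjusted p under 0.05. At an adjusted p under 0.05, edgeR found 198, DESeq2 199 with 34 unchanged genes, and the model without moderation 178. Figures were drawn with matplotlib 3.10.9.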

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

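All tests in this part were chosen only after the results they weigh had been seen.

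In 13 of 126 groups of 4 libraries, the highest or lowest library lay far from the other 3, where chance gives about 6.3. Isotype control library 8N was the highest of its group for Ccl19 (5.44 normalized reads, from 4 reads), Gbp10 (29.9 normalized reads, from 22 reads) and Cxcl10 (319.9 normalized reads, from 235 reads), and the other 3 isotype control libraries lay close together for each. These are IFN-responsive genes or chemokines, and library 8N also had the largest share of the IFNγ response list in its group, 0.560% of the normalized reads. A stronger response in that tumor is one reading, and no biological explanation was tested. Without 8N, the median log2 fold change of the IFNγ response list was 1.61, so library 8N lowers this difference. Library 5L had the smallest share of the list in its group, 0.234%, and without it the median fell to 1.13, a larger move. For Ccl19, libraries 5L and 7N held 1 read each, which is worth 2.44 and 2.38 normalized reads. Their closeness there carries little information.

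The other single libraries far from their group concerned different measures. Library 6L had 352 normalized reads of Il6, above the other 3 libraries with agonistic CD40 mAb, and the largest share of lymphatic endothelial markers, 0.0857% of its normalized reads. Library 6R was highest for Hprt (1069.8 normalized reads) and lowest for Gatm (10.8 normalized reads, from 18 reads). Isotype control library 7N was highest for Kcnd3 (23.8 normalized reads), which rests on 10 reads. Pdcd1lg2 was at 0 in every library except 5N, with 1.30 normalized reads from 11 reads, and 9L, with 0.217 from 1 read, and these are the deepest libraries of their groups. The share of T- and NK-cell markers was lowest among isotype control libraries in 5L, at 0.0165%. No explanation was tested for these libraries, and some of them are past the limit by chance, given the number expected above.

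Total reads were far higher in library 5N (64938728) than in the other libraries with agonistic CD40 mAb, and in library 9L (35583141) than in the other isotype control libraries. The labels and the paper give no sequencing batch that could be tested. Depth and treatment are partly confounded, since the 3 shallowest libraries are all isotype control. With the reads of every library drawn down to the shallowest one, the median log2 fold change of the IFNγ response list was 1.43. With a trend of GC content removed from each library it was 1.42, and with a trend of transcript length removed 1.43. These values argue against depth, GC content or length as the whole cause of the rise. The summed macrophage and leukocyte markers rose by 0.0981% of the summed rise of the IFNγ response list, and the median of the endothelial list was 0.14, which argues against more macrophages or other leukocytes, or a larger endothelial share, as the whole cause. A response of melanoma cells or fibroblasts in the sorted fraction stays open, because melanoma markers made up 0.816% of the normalized reads with agonistic CD40 mAb and fibroblast markers 2.70%, and a response carried by these cells cannot be told apart from one of the endothelial cells in these libraries.

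Of the genes that the paper does not discuss, those of MHC class II stand out. The median log2 fold change of 7 such genes, Cd74, Ciita, H2-Aa, H2-Ab1, H2-Eb1, H2-DMa and H2-DMb1, was 2.33, all 7 were past the threshold, and the ratio of group means of Cd74 was 14.2. The genes were singled out after their values had been seen, and 5 of them are also in the IFNγ response list. B-cell markers rose by 0.176% of the rise of Cd74, which argues against B cells as the source. The largest log2 fold change among the 15 tested macrophage markers was 1.15 (Itgam, a ratio of group means of 2.03), with ratios of 1.74 for Mrc1, which was past the threshold, 1.54 for Lyz2 and 0.978 for Cd68. This argues against a larger number of macrophages as the whole cause, while a response inside macrophages was not tested. Ptprc, which encodes CD45, was 9.99 and 2.52 normalized reads, a 3.96-fold difference below the limit on expression, so CD45-bearing cells rich in MHC class II are not excluded. Dendritic cells stay open. The tested dendritic-cell markers, Zbtb46, Fscn1 and Clec9a, had a median log2 fold change of 0.11, but they are abundant in both groups and would hide a small share of dendritic cells, and the other markers are near 0 in both groups. An induction of MHC class II in endothelial cells by IFNγ may explain the rise, as a hypothesis found in the same data.

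Ccl5 was also not discussed by the paper and rose 16.9-fold, from 17 to 323 reads, with no reads in isotype control libraries 5L and 7N. Cd274 rose 3.43-fold, from 632 to 3738 reads. Neither is in Supplementary Table S3. Both lie in the lists tested above. Ccl5 shares none of its windows with other genes and Cd274 shares 1.68%, but Cd274 overlaps a gene on the opposite strand, whose reads an unstranded count would add. The lymphatic endothelial list had a median log2 fold change of 0.69, below the 2.55 of Ccl19, which argues against more lymphatic endothelial cells as the whole source of Ccl19. The test is weakened by the 59.1% of windows that Ccl19 shares with Gm2564.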

How the results depend on the processing

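Each result was recomputed with one choice changed at a time, except with edgeR, DESeq2 and voom on recovered reads. These also changed the normalization and took the fold change from the model instead of the ratio of group means. For them, for robust moderation and for the model without moderation, camera was run on the test statistics of the genes alone. No test in this part was chosen only after the result was seen, but edgeR, DESeq2 and voom on recovered reads, values floored at 1, genes with a read in at least 1 library, genes with a larger group mean above 8, the removal of GC and length trends and the drawing down of reads were alternatives chosen after seeing the data. No paired analysis was possible because the mouse labels share only the number 5 between the groups (5N and 5L), and neither the labels nor the paper give it a meaning. The overlap with Supplementary Table S3 and the list tests on members that are not in that table were not run, since the copy held lists 118 genes up and 67 down where the paper counts 119 and 67.

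The list for the response to IFNγ kept its direction and an adjusted p under 0.05 in every alternative run, fry and the estimated correlation included, with a median log2 fold change between 1.05 and 1.61. The list of T-cell-limiting genes did so too, between 1.34 and 2.18. Among single genes, 2222 of 2332 recomputed values stayed on their side of the threshold in the same direction, 38 were weaker, 17 stronger and 55 reversed, over 87 genes. For gene lists other than those named in the passages, 251 of 347 stayed the same, 64 were weaker, 13 stronger and 19 reversed. For list shares among genes past the threshold, 165 of 168 stayed the same and 3 were weaker. Of the counts, 123 of 168 stayed within 1.5 times and 45 moved.

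The number of genes higher at an adjusted p under 0.05 was 1 with pseudocount 0.1, 4 with pseudocount 10, 1 without a limit on expression (neither Gbp10 nor Cd74), 1 with a limit of 50, 1 without the trend, 1 with robust moderation and 0 without moderation (where 127 genes were higher at the paper's threshold, on an unadjusted p). It was 17 with library quality weights, 63 with DESeq2, 1 with voom and 1 for genes with a read in at least 1 library. DESeq2 also called 1 gene lower. The main count is 2. In the fits that each left out one library the number ranged from 1 to 19, with 19 without 5L.

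The number of genes higher at the paper's threshold was 297 without a limit on expression and 331 for genes with a read in at least 1 library, which test more genes. The number lower was 88 and 93 there, 13 with a limit of 50, 57 without the trend, 70 with library quality weights, 47 with edgeR, 58 with DESeq2, 91 with voom and 50 with reads drawn down. In the fits that each left out one library, the number lower ranged from 27 to 123, with 123 without 5L and 52 without 9L, against 31. Of the 31 genes, 18 were among those 123. Apart from fewer or more genes tested, the cause was not tested.

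For Reactome, 11 sets were up without a limit on expression. The number down was 6 with library quality weights, 7 with DESeq2, 7 with the length trend removed and 6 with reads drawn down. Under fry, 0 were up and 0 down, with 10 sets at an unadjusted p under 0.05, and with the estimated correlation 0 and 0, with 9 sets. In the fits that each left out one library, the number up ranged from 14 to 35 (35 without 7N) and the number down from 2 to 103 (2 without 6L, 103 without 7N). The cause was not tested.

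Under fry, the adjusted p was 0.293 for the type I IFN list, 0.726 for IL-6/JAK/STAT3 signaling, 0.713 for the inflammatory list and 0.204 for chemokines, and with the estimated correlation 0.163, 0.427, 0.363 and 0.0918. The cause was not tested. In the fits that each left out one library, the adjusted p of IL-6/JAK/STAT3 signaling ranged from 1.55e-08 to 0.0678, with the largest without 5L.

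Results that reversed were the T- and NK-cell list without a limit on expression (adjusted p = 0.0583), for genes with a read in at least 1 library (0.0798) and with reads drawn down (0.754), leukocyte and macrophage markers with voom (0.410 each), and, with library quality weights, endothelial (0.258), melanoma (0.258) and fibroblast markers (0.0389). With library quality weights, log2 fold changes also reversed to −0.21 for Cd40, −0.13 for Ifngr1, −0.086 for Cdh5, 0.00491 for Vegfa, −0.064 for Jak1, −0.12 for Csf1, −0.10 for Cxcl14, −0.037 for Kdr, −0.022 for Eng, 0.048 for Cd68, 0.020 for Slc45a2, 0.16 for Dct, 0.10 for Gpnmb, −0.047 for Mmp2, −0.18 for Dpt, −0.13 for Col3a1, −0.17 for Col1a1, −0.20 for Col1a2 and −0.10 for Flt4. With edgeR they were −0.00489 for Il6 and −0.16 for Ptgs2, and with DESeq2 −0.019 and −0.17. The cause was not tested.

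In the fits that each left out one library, the adjusted p of lists that reversed ranged from 5.43e-04 to 0.423 for ribosomal proteins (reversed without 5N and 9L), 0.0767 to 0.980 for T- and NK-cell (5N, 10N and 9L), 0.00240 to 0.784 for macrophage (8N), 0.00151 to 0.866 for melanoma (6L and 5L), 0.00253 to 0.913 for fibroblast markers (5N and 5L) and 1.55e-08 to 0.513 for the cell cycle (5L). The log2 fold changes that changed sign ranged from −0.10 to 0.67 for Il6, −0.064 to 0.21 for Ifngr1, −0.14 to 0.014 for Ifngr2, −0.019 to 0.10 for Hprt, −0.14 to 0.14 for Vegfa, −0.11 to 0.13 for Jak1, −0.39 to 0.62 for Ptgs2, −0.11 to 0.31 for Csf1, −0.21 to 0.62 for Cxcl14, −0.30 to 0.12 for Cd68, −0.47 to 0.037 for Mlana, −0.32 to 0.14 for Slc45a2, −0.19 to 0.20 for Dct, −0.28 to 0.23 for Gpnmb, −0.088 to 0.41 for Mmp2, −0.15 to 0.45 for Dpt, −0.14 to 0.36 for Col3a1, −0.14 to 0.31 for Col1a1, −0.19 to 0.31 for Col1a2 and −0.13 to 0.33 for Pdpn. Of these, Il6, Ifngr1, Ptgs2, Csf1, Cxcl14, Mlana, Mmp2, Dpt and Col3a1 changed sign only without 5L. The cause was not tested.

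Depth limits genes with few reads most. Over the 2 shallowest libraries, the genes higher at the threshold had a median of 40 reads and the genes lower 35. All genes tested had 196. Few reads lower the precision of these values. Both libraries are isotype control, so the call itself favors few reads there for the genes higher. The median of the mean normalized reads was 116 for genes higher, 33.4 for genes lower and 241 for all genes tested.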

Differences from the paper's values

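The alternatives described below as chosen after seeing the values and the comparison with the group means and SDs of Supplementary Table S3 were chosen only after the result was seen, and the rest of this part before. At the paper's threshold the paper counts 67 genes lower, against 31 here. Of the alternatives set before the data were examined, testing all genes (88), limma without the trend (57), library quality weights (70) and leaving out library 9L (52) gave a number within 1.5 times the paper's, and the others did not. Alternatives chosen after seeing the values also came within it: edgeR (47), DESeq2 (58), voom (91), genes with a read in at least 1 library (93) and reads drawn down to the shallowest library (50). With edgeR, DESeq2 and voom the limit on the fold change applied to that of the model, not to the ratio of group means.

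In Supplementary Table S3 the paper lists 10 genes higher at an adjusted p under 0.05, against 2 here. None of the alternatives set before the data were examined gave a number within 1.5 times the paper's, although library quality weights (17) and leaving out library 5L (19) gave more genes. DESeq2, chosen after seeing the values, gave 63. Of the 10 genes of the paper's table, 1 was called here, Gbp10. Leaving out library 5L called 6 of them (Gbp10, Gbp3, Gbp4, Gbp6, Tgtp1 and Tnfsf10), library quality weights 3 (Gbp10, Gbp4 and Tgtp1) and leaving out library 8N 2 (Gbp10 and Tnfsf10), and DESeq2 called all 10, with Apol10b, Gm18853, Ccl19 and Ido1 besides those named. The group means of that table follow from the deposited values for most genes, but its SDs were between 0.571 and 3.49 times those of the same values for the genes compared. Its p-values therefore rest on values that are not used here, and the adjusted p in this and the following paragraphs are not computed from the same values.

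For Ido1 the paper's adjusted p is 0.0192, against 0.329 here, with values between 0.0393 and 1.00 over the alternatives. None of those set before the data were examined closed the gap. DESeq2, chosen after seeing the values, gave 0.0393 and called the gene.

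For Tnfsf10 the paper's adjusted p is 0.0117, against 0.119 here. None of the alternatives set before the data were examined came within 1.5 times the paper's, but leaving out library 5L (0.0417) or 8N (0.0217) called the gene. Over all alternatives it lay between 1.17e-06 (DESeq2, chosen after seeing the values) and 1.00.

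For Ccl19 the paper's adjusted p is 0.0323, against 0.245 here. None of the alternatives set before the data were examined closed the gap, and DESeq2, chosen after seeing the values, gave 6.77e-04 and called the gene. The largest value over the alternatives was 1.00.

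For Gbp4 the paper's adjusted p is 0.0104, against 0.245 here. Of the alternatives set before the data were examined, library quality weights (0.0148) and leaving out library 5L (0.00760) came within 1.5 times the paper's and the others did not. DESeq2, chosen after seeing the values, gave 1.02e-05 and called the gene, and the largest value was 1.00.

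For Gbp10 the paper's adjusted p is 0.00655, against 0.00296 here. Of the alternatives set before the data were examined, only leaving out library 5N (0.00845) came within 1.5 times the paper's. Removal of the GC trend (0.00542), chosen after seeing the values, did so as well. Over all alternatives it lay between 2.80e-22 and 0.502.

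Tcf24 is among the genes lower in Supplementary Table S3 and had group means of 2.01 and 9.78 normalized reads. It was not tested here because the limit of 10 was applied to the deposited values, while the larger group means in that table are between 1.23 and 1.27 times as large. It was past the paper's threshold without a limit on expression and without library 5L or 9L, and, in alternatives chosen after seeing the values, for genes with a read in at least 1 library and with a limit of 8. Of the 16 genes of the table left out for this limit, 14 are above a limit of 8, which gave 36 genes lower at the paper's threshold and 2 genes higher at an adjusted p under 0.05.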

Other observations

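All tests in this part were chosen only after the result they weigh was seen, except those over the splits for the lists and for counts in the larger direction. Interferon gamma signaling was added to the comparison over the splits after the lists' splits had been seen.

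Of the 31 genes that were lower at the threshold, 7 are hemoglobin genes or Alas2, with a median log2 fold change of −2.46. Hbb-bs was 119 ± 103 normalized reads (SD, n = 4) with agonistic CD40 mAb and 922 ± 845 (SD, n = 4) with isotype control (exact permutation test, p = 0.0571). Hba-a1 had a log2 fold change of −2.41, and Alas2 was 16.9 and 94.7 normalized reads. Isotype control library 7N carries much of the difference. The ratios of group means of Hbb-bs, Hba-a1 and Alas2 were 0.129, 0.153 and 0.178, but 0.223, 0.302 and 0.358 without 7N and 0.0744, 0.0910 and 0.127 without 10N, and all 3 genes stayed past the threshold in the 8 fits that each left out one library. Hbb-bs and Hba-a1 share 65.8% and 67.5% of their windows with their paralogs Hbb-bt and Hba-a2. Hbb-b2 and Hbb-bt had identical values in all 8 libraries, so these are 1 measurement. With reads drawn down to the shallowest library the median of the hemoglobin genes was −2.51, which argues against depth. Red blood cell RNA carried over in the isotype control libraries, despite erythrocyte lysis, is a candidate source that stays open. Other red blood cell genes had a median log2 fold change of −0.25, with 6 of 6 tested genes lower, but most of these are also expressed outside red blood cells. Slc4a1, which is more specific, had a ratio of group means of 0.0847 from 81 reads in all. Its log2 fold change was −1.08 (limma unadjusted p = 0.423), so the difference did not hold across libraries.

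Isotype control libraries 5L and 7N, the 2 shallowest, were the farthest of the 8 from the others, with mean distances of 0.812 and 0.750 on the log2 scale, against 0.524 to 0.575. With reads drawn down to the same depth these were 0.849 and 0.811, against 0.634 to 0.698. The mean distance of 5L was 1.50 times the median of the other libraries as deposited and 1.29 times at the same depth, which argues against shallow depth as the whole cause. All 10 of the melanoma markers were highest in 5L, where they made up 1.69% of the normalized reads, against 0.595% to 1.02% in the other libraries. More melanoma RNA in this tumor's sorted cells may contribute to its distance. This does not extend to 7N, which had the smallest melanoma share, 0.595%. Library 7N also stayed apart at the same depth, at 0.811. No explanation beyond depth and melanoma RNA was tested for it.

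The 35 splits of the 8 libraries into groups of 4 were each tested in the same way. The real split gave 166 genes higher, and 17 of the 35 splits gave as many in their larger direction. The 31 genes lower are its smaller direction, in which 30 of the 35 gave as many. Counting both directions, the real split gave 197 genes, other splits between 83 and 663 with a median of 216, and 20 of 35 as many. Only 1 split, the real one, had as many genes higher at an adjusted p under 0.05. For genes lower the observed count is 0 (44 at an unadjusted p of at most 0.05), which all 35 splits must reach, so that comparison carries no information. For Reactome, 26 splits gave as many sets in their larger direction and 27 in their smaller. The number of genes past the threshold thus does not set the real split apart from other splits.

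Single lists behaved differently, but some of them favor the real split by design. Of the IFNγ response list 22 of 50 genes, and of the T-cell-limiting list 2 of the 3 tested genes, are in Supplementary Table S3, which was read before the lists were written, so for these lists the splits are not an independent test. The lists for the response to IFNγ and to type I IFN, inflammatory genes, chemokines and T-cell-limiting genes each had a p as small in 1 of the 35 splits, the real one, and so did the Reactome set Interferon gamma signaling, whose p of 8.55e-29 compares with 3.75e-14 for the smallest of the other splits. For the IFNγ response list, camera's unadjusted p was 6.59e-104 in the real split and as small as 2.02e-43 in another. A very small camera p alone thus does not set the real split apart. The list for IL-6/JAK/STAT3 signaling had a p as small as its real one in 4 of the 35. For lymphatic endothelial markers this held in 6, and for immediate-early and heat-shock genes in 8. The numbers were 12 for endothelial markers, 13 for oxidative phosphorylation, 17 for macrophage markers, 20 for leukocyte and for mural cell markers, 23 for ribosomal proteins and for the cell cycle, 25 for fibroblast, 26 for T- and NK-cell and 27 for melanoma markers.

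Among the other lists, the median log2 fold change was largest for lymphatic endothelial markers, 0.69 (adjusted p = 1.66e-04 from limma's camera; 0.33 to 0.93 with each library left out in turn, with an adjusted p of up to 0.0501). With library quality weights it was 0.089 (adjusted p = 0.625). The others were −0.08 for oxidative phosphorylation (3.26e-04; −0.13 without 7N and 0.01 without 5N), −0.03 for ribosomal proteins (0.103; −0.07 without 6R and 0.05 without 5N), 0.14 for endothelial markers (0.00285; 0.03 without 5L and 0.24 without 8N), 0.11 for leukocyte markers (0.373; −0.02 without 5L and 0.48 without 5N), 0.01 for the 2 tested of 18 T- and NK-cell markers (0.779; −0.14 without 6L and 0.12 without 9L), 0.21 for macrophage markers (0.0464; 0.00151 without 8N and 0.40 without 7N), −0.08 for melanoma markers (0.103; −0.31 without 7N and 0.19 without 5L), 0.11 for fibroblast markers (0.263; −0.15 without 5L and 0.31 without 6R), −0.16 for mural cell markers (0.0472; −0.44 without 5L and 0.02 without 5N, with an adjusted p of up to 0.922), −0.08 for the cell cycle (0.0375; −0.21 without 7N and 0.07 without 5L) and 0.20 for immediate-early and heat-shock genes (0.00991; 0.02 without 5L and 0.46 without 7N, with an adjusted p of up to 0.681). With each library left out in turn, camera's adjusted p reached 0.596 for oxidative phosphorylation and 0.546 for endothelial markers. It reached 0.784 for macrophage markers and 0.513 for the cell cycle. The shares of endothelial markers in the normalized reads were 0.989% and 0.884% (exact permutation test, p = 0.314), and those of T- and NK-cell markers 0.0242% and 0.0293% (p = 0.286, exact).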
